# Toward 3D-bioprinting of an endocrine pancreas: A building-block concept for bioartificial insulin-secreting tissue

**DOI:** 10.1177/20417314221091033

**Published:** 2022-04-20

**Authors:** Gabriel A Salg, Eric Poisel, Matthias Neulinger-Munoz, Jamina Gerhardus, Daniel Cebulla, Catrin Bludszuweit-Philipp, Vitor Vieira, Felix Nickel, Ingrid Herr, Andreas Blaeser, Nathalia A Giese, Thilo Hackert, Hannes G Kenngott

**Keywords:** Bioprinting, tissue engineering, endocrine pancreas, next-generation sequencing, diabetes

## Abstract

Three-dimensional bioprinting of an endocrine pancreas is a promising future curative treatment for patients with insulin secretion deficiency. In this study, we present an end-to-end concept from the molecular to the macroscopic level. Building-blocks for a hybrid scaffold device of hydrogel and functionalized polycaprolactone were manufactured by 3D-(bio)printing. Pseudoislet formation from INS-1 cells after bioprinting resulted in a viable and proliferative experimental model. Transcriptomics showed an upregulation of proliferative and ß-cell-specific signaling cascades, downregulation of apoptotic pathways, overexpression of extracellular matrix proteins, and VEGF induced by pseudoislet formation and 3D-culture. Co-culture with endothelial cells created a natural cellular niche with enhanced insulin secretion after glucose stimulation. Survival and function of pseudoislets after explantation and extensive scaffold vascularization of both hydrogel and heparinized polycaprolactone were demonstrated *in vivo*. Computer simulations of oxygen, glucose and insulin flows were used to evaluate scaffold architectures and Langerhans islets at a future perivascular transplantation site.

## Introduction

Transplantation of islets of Langerhans to selected patients with type 1 and type 3c diabetes mellitus (DM) is an established treatment option.^1,2^ Autologous transplantation can be performed after isolation of islets from the resected pancreas without the need for life-long immunosuppression, whereas islet transplants for patients with type 1 DM rely on allogenic donor islets.^2^ Current therapeutic limitations include a shortage of donor material but also a substantial loss of islets and impaired long-term function post transplantation.^1,3–5^ Scaffold-based tissue engineering approaches extend the range of possible transplantation sites and might present a long-term curative treatment.^3,4,6–9^ For a successful translational approach, several requirements and properties of a functional tissue-engineered device have to be considered. The scaffold material itself should not induce cytotoxicity or extensive foreign body response and should preferably support or promote rapid vascularization.^10,11^ Furthermore, the scaffold should be retrievable and possess a certain mechanical strength, at least until tissue remodeling has occured.^10,11^

Previously, we found that scaffold-based tissue engineering is still hampered by reduced vascularization, causing insufficient nutrition, hypoxia, and immunological host-graft reactions.^3^ The multitude of studies focusing mostly on aspects of the tissue engineering network have not yet provided structured evidence to define a gold-standard approach. Investigations of a variety of different cells, scaffold materials, fabrication techniques, and transplantation sites have not yet consolidated into an entire process leading toward bioartificial organs. In an integrated, multilevel approach, tissue-engineered building-blocks are investigated on a molecular level against the background of a macroscopic device for translation to further steps. The end-to-end concept presented here aims to address the challenges of hybrid scaffold fabrication, cellular integration, and functional evaluation to provide experimental proof of function for a 3D-bioprinted hybrid scaffold for insulin-secreting cells that is designed for clinical application.

## Materials and methods

### Computer-aided design (CAD) model creation and slicing for hybrid scaffold fabrication

CAD models of the scaffold structures were created using the open source package Blender.^12^ The models were converted from Standard Triangulation Language (STL) to numerical control G programming language using the Cura software package (v4.1, Ultimaker, Utrecht, NL; available from https://www.ultimaker.com/en/products/ultimaker-cura-software) for dual-extrusion 3D printing of the polycaprolactone (PCL) outer shell. For hydrogel 3D bioprinting an integrated slicing software was applied (CellInk, Gothenburg, Sweden).

### 3D-printing of PCL and heparin surface functionalization for hybrid scaffold

PCL components were fabricated using a dual-extrusion-based 3D printer (UM S5, Ultimaker, Utrecht, Netherlands). Polycaprolactone (PCL) filament (Facilan^TM^ PCL 100 Filament 2.85 mm, 3D4Makers, Haarlem, Netherlands; MW: 50,000 g/mol) was used for the scaffold structure and polyvinyl alcohol filament (PVA; Ultimaker) as a sacrificial, water-soluble support structure. PCL was extruded with an AA 0.25 mm, PVA with a BB 0.4 mm print head, using the following settings: print speed 20 mm/s, build plate temperature 30°C, fan speed 100%, AA print head temperature 140°C, BB print head temperature 215°C. In order to print PCL at temperatures as low as 140°C, the g-code was manually edited by prefix code “M302” to avoid device-specific conformity checks. For heparin surface functionalization, 1% (w/v) heparin (Lot# H0200000, Merck, Darmstadt, Germany) was dissolved in 0.05 m 2-(N-morpholino) ethanesulfonic acid monohydrate (MES) buffer (Lot# K49565026903, Merck) at a pH of 5.5. Quantities of 0.5 m 1-ethyl-3-(3-dimethylaminopropyl) carbodiimide (EDC) (Lot# E7750, Merck) and 0.5 m N-hydroxysuccinimide (NHS) (Lot# BCBW6640, Merck) were added to the heparin solution. Scaffolds were previously equilibrated for 30 min in MES buffer and subsequently immersed in reaction mixture. The reaction mixture was then stirred for 8 h at room temperature. The reaction was stopped by extensive washing with sterile H_2_O to remove unbound heparin. Scaffolds were stored in PBS. Dried PCL scaffolds and heparin-coated PCL scaffolds were 10 nm gold/platinum sputtered (Leica EM ACE 600, Leica Microsystems GmbH, Wetzlar, Germany) and qualitatively analyzed by scanning electron microscopy (Zeiss Leo Gemini 1530, Carl Zeiss AG, Oberkochen, Germany). Images were taken at different magnifications with an accelerating voltage of 2.0 kV.

### Cell culture

The rat INS-1 832/3 cell line (referred to as INS-1 hereinafter) was obtained from Merck (Darmstadt, Germany). A HUVEC cell line was obtained from the American Type Culture Collection (Manassas, VA, USA). Mycoplasma testing was performed monthly by polymerase chain reaction. INS-1 cells were used until passage 10; insulin-producing function was ensured by selection through Geneticin resistance. INS-1 cells were cultivated in RPMI-1640 (Gibco, Thermo Fisher Scientific, Waltham, MA, USA) supplemented with 10% fetal bovine serum (Gibco), 1% Geneticin (Merck), 1% HEPES 1 M (Gibco), 1% sodium pyruvate 100 mM (Merck), and 0.1% 2-mercaptoethanol (Merck). HUVEC cells were cultivated in endothelial cell growth medium (Lot# 211–500, Cell Applications, San Diego, CA, USA) supplemented with 1% penicillin/streptomycin (Merck) and 5% fetal bovine serum. For co-cultures, culture medium composition was chosen according to cell ratio. Cells were grown in T75 flasks (Falcon®, Corning, NY, USA) at 37°C and 5% CO_2_.

### Bioprinting of cell-laden hydrogels for hybrid scaffold

Bioprinting was performed using the BioX from CellInk. Pneumatic extrusion print heads were used for extrusion of bioink. 3 × 10^6^ cells/ml hydrogel were used for bioprinting. The cells, either INS-1 only or INS-1 with HUVEC cells in 1:2 ratio, were diluted in either RPMI-1640 or a 1:2 mixture of RPMI-1640 and endothelial cell growth medium and gently mixed 1:10 with GelXA LAMININK-411 hydrogel (Lot# IK-3X2123, CellInk) using female-female Luer-lock-adapted syringes. The INS-1/HUVEC ratio was chosen based on the natural islet microenvironment^5^ and due to superior results, compared with a 1:5 ratio. The cell-laden hydrogel was transferred to a UV-shielded cartridge and centrifuged at 100*g* for 1 min to remove any air. The cartridge (pre-cooled to 4°C) was loaded into pneumatic print heads. Bioprinting in 24-well plates (Falcon®, Corning) was performed with the following settings for proliferation assays, CAM xenotransplantation, and glucose-stimulated insulin secretion (GSIS): droplet print mode, 2.6 s extrusion time, 30 kPa extrusion pressure, 2 s ultraviolet (UV) crosslinking (405 nm) at 5 cm distance. After printing, the hydrogel domes were incubated in 1 ml of either RPMI-1640 (INS-1 only) or in a 1:2 mixture RPMI-1640 and endothelial cell growth medium (co-culture). Grid-like structures were printed in 24-well plates to perform metabolic assays and total RNA isolation using a 21-gauge conical nozzle, extrusion pressure 23 kPa, print speed 8 mm/s, 50 ms pre-flow delay, infill 15%, 2 s crosslinking at 405 nm with 5 cm distance to printed layer.

### Investigation of crosslinking-dependent porosity: Scanning electron microscopy and diffusion assay of bioprinted hydrogel structures

Specimen were prepared by mixing PBS 1:10 with GelXA LAMININK-411 hydrogel. 300 µl were transferred into 48-well plates. UV crosslinking of 2 s, 5 s, 10 s, respectively, was performed at 405 nm, 5 cm distance (145mW/cm^2^) using the OmniCure S2000 UV-curing system (Excelitas Technologies, Waltham, MA, USA). Cured samples were frozen in liquid nitrogen and freeze dried using the Alpha 1–2 LDplus freeze drying system (Martin Christ Gefriertrocknungsanlagen GmbH, Osterode, Germany). Samples were kept under vacuum at −55 °C for 22 h for drying. Scanning electron microscopy specimen preparation was equal to PCL scaffold investigation. For diffusion assays specimen were prepared by mixing PBS with hydrogel 1:10. The mixture was loaded into channels (75% filling) of µ-Slides VI 0.4 (Lot# 190322/7, Ibidi, Graefelfing, Germany) mounted on microscope slides. Crosslinking was performed using the BioX bioprinter and its 405 nm UV module at 5 cm distance. Groups of 2 s, 5 s, and 10 s crosslinking time were investigated. About 50 µg/ml FITC-Dextran (Lot# BCCD6370, Sigma-Aldrich) was filled into channels and the lid was closed to prevent drying of samples. Diffusion of FITC-Dextran into the gel was monitored at set timepoints for 2 h using the ECHO Revolve microscope. Images were analyzed using the plot profile in Fiji package of imageJ.^13^

### Detection of metabolic activity, proliferation, and apoptosis

For a visual assessment of metabolic activity, INS-1 cells in bioprinted grid scaffolds were stained with thiazolyl blue tetrazolium bromide (MTT, Merck) after 5 days (or 7 days, respectively) in culture. A quantity of 100 μL of 5 mg/ml MTT dissolved in PBS was added to 900 μL INS-1 culture medium and scaffolds were incubated under cell culture conditions for 2 h. Images were taken using a Leica DMi8 fluorescent microscope. Viability and proliferation of the bioprinted, encapsulated INS-1 cells were determined using an ATP-based assay with luminescent readout (CTG, CellTiter-Glo® 3D Cell Viability Assay, Promega GmbH, Walldorf, Germany) according to the manufacturer’s protocol. In brief, droplets printed in 96-well plates were incubated with 100 µl INS-1 expansion medium. On days 0, 3, 6, 9, and 12 after printing, blinded sample droplets together with 100 µl medium were transferred into a 96-well solid white polystyrene microplate (Falcon®, Corning) and 100 µl CTG reagent was added to each well. The microplate was continuously shaken for 25 min, and luminescence was measured using an ELISA reader (Synergy HTX, multi-mode reader, BioTek, Bad Friedrichshall, Germany). For apoptotic cell detection, fixated bioprinted grid-structures including encapsulated INS-1 cells (day 12 post-printing) were embedded using HistoGel™ (Lot# 370,234, HG-4000-012, Thermo Fisher Scientific) and cryomolds (Tissue-Tek™, Cryomold™, Thermo Fisher Scientific) according to the manufacturers’ instructions. Apoptotic cells were detected using cleaved Caspase-3 immunohistochemical staining as described previously.^14,15^ Staining of paraffin embedded tissue was performed after antigen retrieval at pH 9.0 using a polyclonal rabbit cleaved caspase 3 antibody (overnight 1:300 in background reducing agent, Asp 175, Lot#47, 96611S, Cell Signaling Technology, Boston, MA, USA) and counter-staining with hematoxylin.

### Live-cell imaging for migration tracking

Imaging was performed using brightfield microscopy (BZ-X800 fluorescent microscope, Keyence, Neu-Isenburg, Germany) and a stage top incubator (WSKMX, Tokai Hit, Japan) with a constant temperature of 37.5°C, 5% CO_2_ level and constant humidity. Bioprinted INS-1 containing grids were investigated on day 3 post-printing. Live-cell imaging was conducted at 328 consecutive time points with an interval of 5 min. At each time point z-stack imaging was performed (74 stacks, 2.2 µm pitch, 1/80 s exposure time, gain + 6dB, monochrome 8bit, no binning). Image processing was performed using the BZ analyzer software (12/2021). Full focus images were created from z-stacks for each time point. Manual cell tracking on the imaging sequence was performed using the TrackMate plugin^16^ on ImageJ.

### RNA sequencing

Genome-wide expression profiling was a service provided by the European Molecular Biology Laboratory (EMBL; Heidelberg, Germany). After 5 days in culture total RNA was isolated from 2D monolayer culture and 3D hydrogel culture using a RNeasy Mini kit (Qiagen, Hilden, Germany) according to the manufacturer’s instructions (biological replicates, passage 3). After isolation, the total RNA was treated with the Turbo DNAfree kit according to the manufacturer’s instructions (Thermo Fisher Scientific). The RNA concentration and quality were evaluated using Nanodrop and Agilent2000 Bioanalyzer. RNAseq libraries were prepared using the TruSeq stranded mRNA kit and sequenced using an Illumina NextSeq 500 platform, resulting in 75-bp single end reads in a read count of 36 million reads per sample. Quality control of the RNAseq FastQ files was performed with FastQC v.0.11.8. The obtained reads were pseudoaligned using the rn4 reference genome with the addition of human insulin gene and quantified by Salmon v1.2 with standard parameters. The resulting transcript expression levels were summarized to gene-level expression values and corrected for average transcript length by using tximport v1.10.1 and the “lengthScaledTPM” option while filtering out genes expressed in low amounts (average counts < 10).^17^ Differentially expressed genes for the culture conditions were determined by using the DESeq2 v1.22.2 package.^18^ Using the DESeq2 and log2 fold change pre-ranked differentially expressed genes, a gene set enrichment analysis was performed using the fgsea package v1.8 and the hallmark gene sets from MSigDB v7.1.^19^ Additional data analysis was performed using Ingenuity Pathway Analysis (IPA; Ingenuity Systems, Qiagen) by input of gene identifiers, log2 fold change, and *p*-values.^20^ Canonical pathway analysis identified the pathways referenced in the Ingenuity Knowledge Base of canonical pathways (11/2020) that were significant to the data set (*p* < 0.05).

### Xenotransplantation to the chorioallantoic membrane (CAM) of fertilized chicken eggs

As described before,^21^ fertilized eggs from genetically identical hybrid Lohman Brown chickens were obtained from a local ecological hatchery (Gefluegelzucht Hockenberger, Eppingen, Germany). Eggs were delivered at day 0 of chick development and were immediately cleaned with 70% warm ethanol. The eggs were placed in a digital motor breeder (Type 168/D, Siepmann GmbH, Herdecke, Germany) at 37.8°C and 45–55% humidity with an activated turning mechanism to start day 1 of the embryonic chick development. 4 days after incubation, the turning mechanism of the incubator was switched off and a small hole was cut into the eggshell to detach the embryonic structures from the eggshell by removing 3 ml albumin. The hole was covered with Leukosilk® tape (BSN medical, Hamburg, Germany), and the eggs were incubated further with the turning mechanism switched off. On day 9 of embryonic development, the tape was removed and the epithelial layer of the chorioallantoic membrane (CAM) was gently scratched with a syringe needle to ensure immediate blood supply to the xenotransplant/polymer component. PCL scaffold groups and bioprinted xenografts (bioprinted hydrogel) were placed on the CAM. PCL scaffold groups consisted of 3D-printed PCL scaffolds functionalized with covalently bound heparin and plain PCL scaffolds. Prior to implantation, scaffolds were sterilized with 70% ethanol for 48 h. For explantation, the chicks were ethically euthanized at day 18 of development, 3 days before hatching, as described before.^22^ PCL scaffolds and bioprinted xenografts were excised including the surrounding CAM and briefly washed in PBS before further imaging. Each specimen was imaged by stereomicroscopy (Leica MZ10 F, Leica Microsystems GmbH, Wetzlar, Germany). Images of PCL scaffold groups were analyzed using an automatic image analysis software (WimCAM; CAM Assay Image Analysis Solution, Release 1.1, Wimasis, 2016).

### Immunohistochemistry of xenograft tissue

Xenografts were fixated in 5% formaldehyde (Otto Fischar GmbH & Co. KG, Saarbruecken, Germany) after excision and transferred to 70% ethanol after 24 h. The fixated, explanted xenografts were embedded using HistoGel™ (Lot# 370234, HG-4000-012, Thermo Fisher Scientific) and cryomolds (Tissue-Tek™, Cryomold™, Thermo Fisher Scientific) according to the manufacturers’ instructions. After paraffin embedding of the xenografts, randomly chosen blocks from each group were continuously sampled in 5 µm serial sections, numbered, and processed for histology. Slides with odd numbers were stained with Mayer’s Hematoxylin-Eosin (H/E), while those with even numbers were immunostained for insulin. Therefore, a primary insulin antibody (monoclonal mouse IgG, 2D11-H5, Lot# SC-8033, SantaCruz, Dallas, TX, USA), overnight 1:100 in background reducing antibody diluent (S3022, Dako, Agilent Tech., Santa Clara, CA, USA), and a polyclonal goat anti-mouse secondary antibody (Dako, Agilent Tech.), 3-3′diaminobenzidine staining with subsequent hematoxylin counter-staining, were used. Further samples were immunostained for endothelial and endothelial progenitor cells with a primary chicken CD34 antibody (monoclonal mouse IgG; Lot# AV138, UniProt E1BUT3, Avian Immunology toolbox project, Bio-Rad Laboratories GmbH, Feldkirchen, Germany) to identify newly formed vascular structures in the CAM assay. For final validation of spatial relationships, tissue slices were double-stained using both a primary insulin (2D11-H5, Santa Cruz) and CD-31 antibodies (overnight 1:250 in background reducing agent, monoclonal rabbit IgG; Lot# EPR17259, ab182981, Abcam, Cambridge, UK ) using 3-3′diaminobenzidine staining for insulin, a biotin-streptavidin system for CD31 staining (Vector® BA-1000, goat anti-rabbit secondary IgG; Lot# ZH0818; IgG, and Vector® Red Substrate Kit SK-5100, Lot# Reagent1 ZH0305, Reagent2 ZH0308, Reagent3 ZH0305 Vector Laboratories Inc., Burlingame, CA, USA) and subsequent hematoxylin counter-staining. Target retrieval was performed at both pH 6.0 and pH 9.0 for insulin and CD31 antibody, respectively. Whole slides were scanned at 40× magnification using a NanoZoomer S60 Digital Slide Scanner (Hamamatsu Photonics, Hamamatsu City, Japan). Insulin-stained tissue slides were analyzed using the ilastik software package^23^ for supervised machine learning (ilastik: interactive machine learning for [bio]image analysis, v1.3.3, open-source, https://www.ilastik.org/download.html). Pseudoislets (insulin mono-staining) were segmented using the pixel classification workflow (islet, non-islet, background [not islet, not non-islet]). First, a random forest classifier was trained manually, and subsequent batch processing was performed. Due to limitations of the machine-learning strategy in differentiating xenograft and CAM tissue, the xenograft area was determined manually using ImageJ (Fiji package^13^).

### Glucose-stimulated insulin secretion (GSIS)

For GSIS experiments, INS-1 cells were stained with red fluorescent membrane inserting dye PKH-26 (Lot# SLBW0232, Merck) according to the manufacturer’s protocol prior to mixing with the hydrogel for bioprinting. In brief, cells were trypsinized using 0.25% Trypsin-EDTA (Gibco), rinsed with Dulbecco’s PBS (DPBS; PromoCell GmbH, Heidelberg, Germany), and finally pelleted. The pellet was resuspended in Diluent A, and PKH-26 dye dissolved in Diluent A was added to the cells. After rapid mixing and incubation, culture medium was added. The cell suspension was centrifuged and further washing steps were performed. The insulin secretion of 3D-bioprinted INS-1 (low glucose: *n* = 22; high glucose: *n* = 20) and INS-1/HUVEC co-culture (low glucose: *n* = 22; high glucose: *n* = 21) groups, INS-1 cells seeded on PCL/HEP-PCL scaffolds (2 × 10^5^ cells in 1 ml RPMI-1640 per well), and the 2D monolayer control group was measured. In the 2D monolayer culture group, INS-1 cells were seeded in 4-well chamber slides (10^5^ cells in 1 ml RPMI-1640 per well) (Nunc® Lab-Tek®, Thermo Fisher Scientific). The medium was changed after 2 days, and GSIS was performed on day 3 in all conditions. In case of medium change and experimental execution of GSIS on PCL/HEP-PCL scaffolds, scaffolds were simply removed from cultivation medium, gently rinsed with PBS, and placed into new medium-containing wells to avoid bias from cells growing attached to the culture plate. For preparation of the GSIS solution, SILAC RPMI-1640 Flex (A2494201, Gibco) was supplemented with MgSO_4_ (1.16 mmol/l end concentration) (Merck), CaCl_2_ (2.5 mmol/l end concentration) (Merck), 20 mM HEPES, and 0.2% BSA (Merck). GSIS was initiated by rinsing the cells once with low-glucose solution (1.67 mM D-glucose), followed by incubation for 1 h in 1 ml low-glucose solution. After that, either 1 ml of low-glucose solution or 1 ml of high glucose solution (16.7 mM D-glucose) was added, followed by incubation for 2 h. A quantity of 500 µl medium was taken and briefly spun down in a 1.5-ml Eppendorf tube. Next, 400 µl supernatant was used for determination of insulin concentration by chemiluminescence immunoassay (ADVIA CENTAUR, Siemens Medical Solutions, Malvern, PA, USA). After GSIS of 2D samples on chamber slides, cells were incubated in 5% formaldehyde solution for 15 min, rinsed with DPBS twice, dried for 10 min, and covered with Fluoroshield Mounting Medium with 4′,6-diamidino-2-phenylindole (DAPI; Abcam) and a coverslip. Similarly, 3D-bioprinted samples were fixated and transferred to a glass slide, covered with two drops of Shandon Consul mounting medium (Thermo Fisher Scientific), and squashed with a coverslip until flattened. Cells were counted using a Leica DMi8 fluorescence microscope with the following settings for PKH-26 imaging: 10× magnification, Y3 filter block, 260 ms exposure time, gain 7. DAPI imaging was performed with the following settings: 10× magnification, DAPI filter block, 10.5 ms exposure time, gain 4. Image processing was performed using Leica LAS × software, and subimages were assembled to mosaics depicting whole domes or whole well bottoms. Cells were counted using ImageJ (Fiji package^13^). In the case of polymer scaffold culture, cells were lysed using radioimmunoprecipitation assay (RIPA) buffer supplemented with protease inhibitor (cOmplete Mini, Roche, Basel, Switzerland) and incubated on ice for 10 min. Protein concentration was determined using a bicinchoninic acid (BCA) assay (Pierce BCA Protein Assay Kit, Thermo Fisher Scientific). The assay was performed according to the manufacturer’s protocol. In *n* = 12 wells of a 24-well plate, 10^5^ INS-1 cells were seeded in 1 ml RPMI-1640 for correlation of total protein to cell number. After 48 h the medium was changed, followed by another 24 h of incubation. Cells were lysed using 250 µl RIPA buffer and protease inhibitor in *n* = 6 wells and total protein was determined. The residual wells were fixed with 5% formalin, rinsed twice with PBS, and mounted using Fluoroshield Mounting Medium with DAPI. After cell counting, a conversion factor between cell number and total protein was obtained.

### Computer-aided applicability screening of scaffold architecture by finite element analysis

Diffusion of oxygen, glucose, and secreted insulin through islets of Langerhans encapsuled in a hydrogel shell was modeled using a custom python script (v3.8, Python Software Foundation, https://www.python.org) for input parameter-based insulin secretion based on literature data^24^ (Supplementary Figure 11). The finite element simulations are based on mesh generation using the open-source module Gmsh^25^ and FiPy,^26^ a respective finite element solver. The simulations were performed in 2D and the results were extrapolated to 3D spherical setups. Hydrogel shell and islet were initialized with 10 mM (5, 15, and 25 mM) glucose. The initial oxygen partial pressures ranged from 90 mmHg to 270 mmHg. The thickness of the hydrogel shell varied between 0 µm and 1000 µM. In the simulation, diffusion started from outside the capsule and triggered consumption of glucose and oxygen within the islets. The simulations were carried out for at least 60 s with step sizes for diffusion below 0.005 s leading to converged results. Based on simulation results, cell viability was evaluated by considering a minimum local oxygen partial pressure of 0.07 mmHg for cells to survive.

### Statistical analysis

Data analysis and statistical testing was done using R version 3.6.1 and the ggplot2 package. Proliferation assay, vascular ingrowth assay, and GSIS data were analyzed using the non-parametric Wilcoxon rank-sum test. Conditions in 2D and 3D GSIS were normalized to cell number, and PCL scaffold conditions were normalized to total protein. Values not within the 2σ interval were seen as outliers and removed prior to analysis. The results are presented as standard error of the mean (SEM). Sequencing was performed using two biological replicates; other experiments were repeated at least three times. Using IPA, the activity, enrichment, and statistical significance of canonical pathways in the dataset was calculated in two ways: (1) ratio of dataset molecule number mapped to pathway divided by total molecule number mapped to canonical pathway; and (2) right-tailed Fisher’s exact test to calculate the probability that the association between dataset genes and canonical pathway is explained by chance alone. Dataset molecules meeting the log fold change cut-off of <−0.5 or >0.5 and *p*-value < 0.05 were considered for the analysis. R version 4.0.0 with additional packages tidyverse v1.3, ggpubr v0.4, and ggrepel v0.8.2 (https://www.r-project.org) was used for data analysis and presentation.

Statistical significance is depicted with asterisks. The *p*-values are given as *p < 0.05, **p < 0.01, ***p < 0.001.

## Results

The experimental concept of this study was subdivided into hybrid scaffold fabrication, cellular integration, and functional evaluation of building-blocks for a proposed macrodevice. 3D-Printing was used for fabrication of an outer shell PCL component. The solid polymer component was surface-heparinized, leading to enhanced cell adhesion and hydrophilicity. 3D-Bioprinting was used to manufacture the inner, cell-encapsulating hydrogel structure of the hybrid scaffold (Supplementary Movie 1). Cellular integration of INS-1 cells in the hydrogel led to formation of proliferative pseudoislets. RNA sequencing revealed upregulation of proliferative and ß-cell-specific signaling, downregulation of apoptotic marker genes, but also transient metabolic stress post printing. Functional evaluation of the building-blocks was performed by GSIS and analysis of viability, function, and vascularization of xenografts *in ovo*. Hereby, the creation of a natural cellular niche by co-culture of INS-1 with endothelial cells (EC) resulted in enhanced insulin secretion upon glucose stimulation. Functional evaluation of the concept for future *in vivo* application was performed by computer simulation of Langerhans islets.

### 3D-Printing and heparin functionalization of PCL improved applicability

The FDA-approved PCL was chosen as the solid polymer component, the outer shell, of the building-blocks, based on criteria as described previously such as biocompatibility, mechanical strength, retrievability, potential for modification and functionalization with supplementary substrates such as growth factors, and fabrication of a suitable scaffold architecture within a scalable process.^7,11^ 3D-Printing with additional sacrificial support material (polyvinyl alcohol) enabled fabrication of precise, complex geometries (Figure 1(a), Supplementary Figure 1A). Due to hydrophobic characteristics, further modification by heparin conjugation was performed prior to cell seeding. Covalent binding of heparin (Hep-PCL group, Figure 1(c)) is shown by scanning electron microscopy compared with untreated controls (Figure 1(b)). Functionalization remained stable over time (4 weeks, storage in PBS; not displayed). We investigated the ability of 3D-printed PCL to support cell adhesion and function in cell culture using INS-1 and HUVEC (INS-1 cell adhesion displayed in Figure 1(d)). INS-1 adhesion could be observed on untreated and heparinized scaffolds, whereas HUVEC adhesion was observed only in the Hep-PCL group (Supplementary Figure 1B). Functional analysis showed that INS-1 cells cultured on 3D-printed PCL remained glucose-responsive in heparinized and untreated controls at both basal and high glucose levels (Supplementary Figure 1C). Interestingly, increased insulin secretion after stimulation with glucose was observed in the Hep-PCL group (Supplementary Figure 1C).

**Figure 1.**
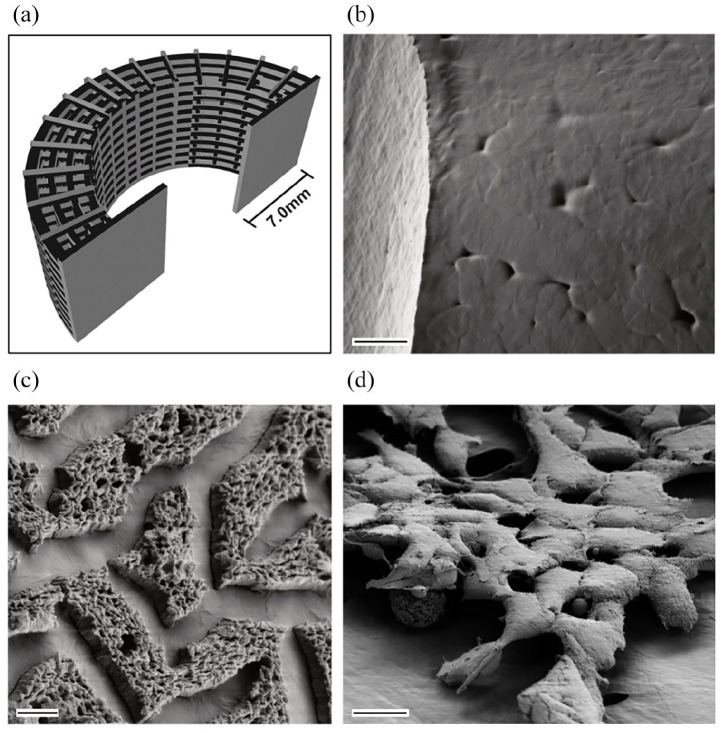
Solid polymer scaffold component was functionalized to enhance applicability, cell adhesion, and vascular ingrowth. (a) CAD model of PCL scaffold for 3D-printing as used in the experiments. (b) Scanning electron microscopy of untreated PCL scaffold structure after 3D-printing shows smooth surface with minimal porosity. (c) Surface modification of 3D-printed PCL scaffold with heparin. (d) Adhesion of INS-1 on 3D-printed PCL scaffold. Scale bar (b) 20 µm, (c) 2 µm, and (d) 10 µm.

### Bioprinting of insulin-secreting cells leads to pseudoislet morphology, viability, and growth of bioprinted insulin-secreting cells

In addition to a solid polymer component, the inner core of each building-block contains a cell-encapsulating hydrogel. 3D-Bioprinting of INS-1 cells in gelatin methacrylate blended with laminin-411 and subsequent UV crosslinking (405 nm) resulted in a 3D-architecture encapsulating spatially distributed single cells (Supplementary Movie 1 and Figure 2). After cultivation for 5 days, insulin-secreting cells in the bioprinted hydrogel started to form INS-1 cell-clusters (following named pseudoislets) (Figure 2(a), Supplementary Figure 2). These multicellular aggregates grew up to, but did not exceed, the size of average islets of Langerhans (Figure 2(b), islet equivalency commonly stated as 150 µm, Supplementary Figure 3).^4,27,28^ A diminishing number of remaining single cells permits the conclusion that cells are able to migrate within the hydrogel (Supplementary Figure 2). Live microscopy imaging of cultivated cells encapsulated in hydrogel confirmed proliferation and migration of cells after bioprinting (Figure 2(c), Supplementary Movie 2). After long culture periods (>10 days) INS-1 pseudoislets could be observed to migrate out of the hydrogel structure due to the extensive pseudoislet density. For qualitative visualization of cell viability after printing and metabolic activity in 3D hydrogel culture, an MTT assay was used. Figure 2(a) shows a sector of a 3D-bioprinted hydrogel grid with encapsulated, metabolically active pseudoislets (MTT results of day 7 post-printing in Supplementary Figure 3). Unstained pseudoislets or single cells were not detected. Quantitatively, the viability and proliferation of pseudoislet structures were measured with cytoplasmic ATP-based CellTiter-Glo® 3D Viability Assay. Consistent with morphological observations, a significant 19-fold increase of luminescent signal was observed in the first 9 days and reached a plateau on day 12 (Figure 2(c)). Proliferation of cells relies on sufficient oxygen and nutrient diffusion into the hydrogel structure to allow an entry into the cell cycle.^29^ Once maximum cellular density has been reached, pseudoislets start to migrate out of the hydrogel. Precise investigation of apoptosis of encapsulated cells after bioprinting by cleaved caspase 3 staining confirmed the absence of apoptotic single cells scattered in the hydrogel (Supplementary Figure 4). At a plateau of pseudoislet growth 12 days post-printing, scattered cells within the pseudoislets were positive for cleaved caspase 3 indicating at least a pre-apoptotic state (Figure 2(b), Supplementary Figure 4). Stained cells were merely located in the core of pseudoislets. Viability and proliferation of cells depends on, among other factors, the biomechanical properties such as porosity of the encapsulating material. In order to tune the UV-curing based 3D-bioprinting process, the effect of different crosslinking times (2–15 s) on cell behavior and material properties were investigated. Immunohistochemical stainings were applied to study the morphology of cell-containing hydrogels (Figure 2(e)–(g)), while the microstructure and diffusion capacity of the gels were investigated using scanning electron microscopy (Figure 2(h)–(j), Supplementary Figure 5 A-C) as well as an diffusion assay (Supplementary Figure 6). As expected, samples exposed to different UV-light crosslinking times exhibited differences in the respective features. Although it might appear obvious, UV curing itself, at least in the doses used here, led to no significant differences in terms of cell survival (2D monolayer culture of INS-1 cells at different crosslinking times compared to negative control; trypan blue cell counting; not displayed). Still, with respect to cell proliferation and pseudoislet formation qualitatively best results were achieved using the lowest (2 s) crosslinking time (Figure 2(e)). Even though a crosslinking time of 5 s per layer resulted in a hydrogel with viable pseudoislets (Figure 2(f)), the number of islets is reduced compared with lower UV-light exposure times (e.g. 2 s). Even higher UV-light doses (15 s exposure time) resulted in a gel structure appearing dense with no pseudoislet formation and a reduced number of INS-1 cells at the end of the experiment (Figure 2(g)). The described findings are in line with the results of the samples’ microstructure as well as their diffusion capacity. All samples exhibit a highly porous microstructure with intra-sample homogenous sponge-like networks. However, qualitative inter-sample comparison suggests a crosslinking time dependent variation of the sample porosity. The described findings were further supported by the conducted diffusion assay. With increasing UV-light exposure the diffusion capacity was significantly reduced from 650 µm (2 s) to 240 µm (10 s). The results provide further evidence for the strong influence of the crosslinking time on the material’s porosity.

**Figure 2.**
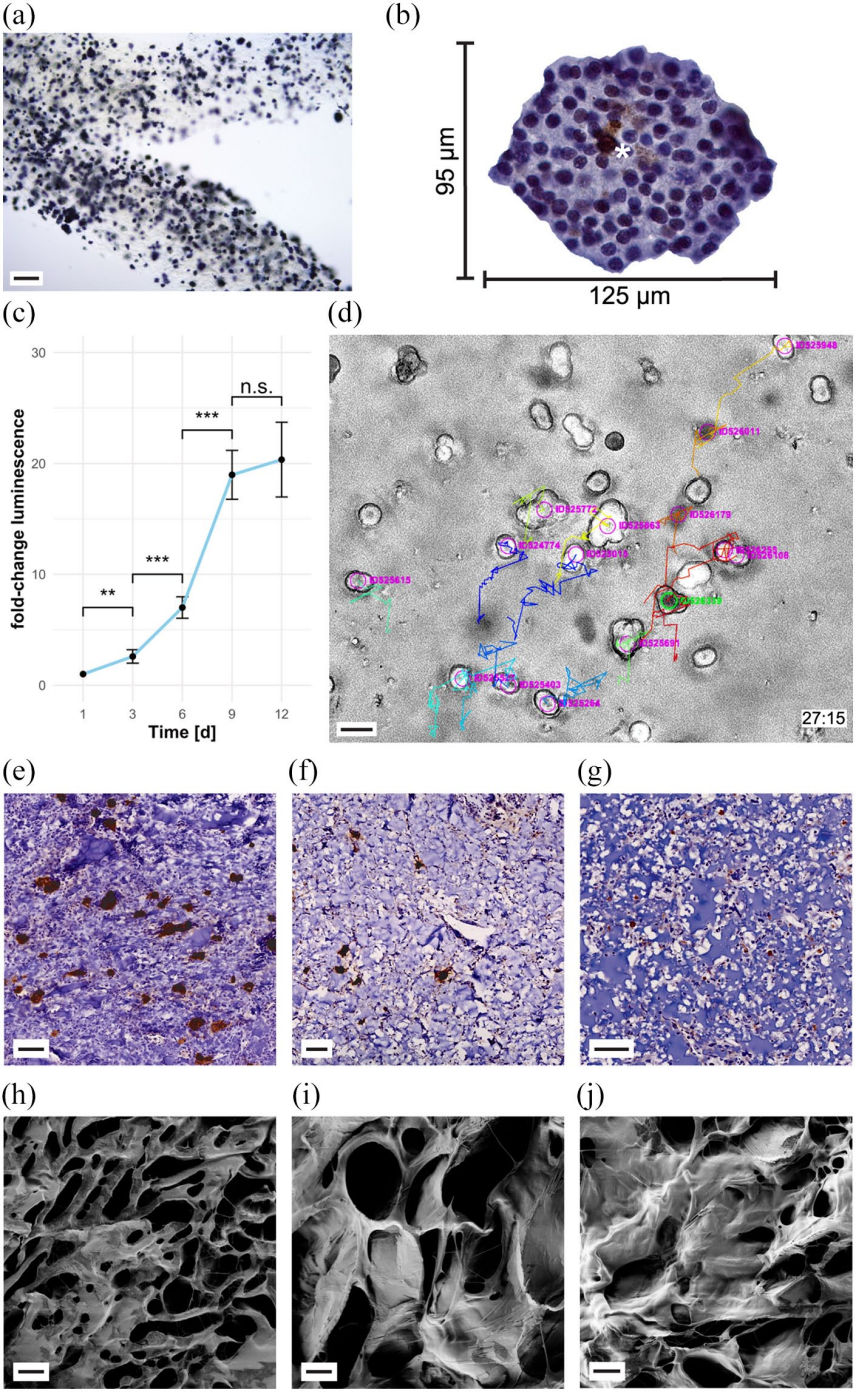
Hydrogel structure initiates pseudoislet formation. 3D-bioprinted INS-1 cells remain viable, migrate and proliferate. (a) MTT assay of pseudoislets formed after bioprinting (day 5 post-printing) of INS-1 containing gelatin methacrylate hydrogel shows metabolically active pseudoislets spatially distributed in 3D matrix. For further data s. Supplementary Figure 3 (b) Immunohistochemical staining of cleaved caspase-3 (brown, asterisk). Depicted: Pseudoislet formed from bioprinted INS-1 cells cultivated for 12 days. Immunohistochemistry revealed few apoptotic cells in the core of the pseudoislet. Apoptotic single cells disseminated in the hydrogel structure could not be detected. For further data s. Supplementary Figure 4 (c) Proliferation assay of bioprinted cells. A plateau is reached after 9 days in culture, indicating maximum loading capacity. Error bars depict SEM, *n* ⩾ 13/timepoint. (d) Cell movement tracking of time lapse microscopical investigation with TrackMate. Colored movement tracks (27:15h after start of experiment) depict, that cells encapsulated in hydrogel, bioprinted, and 2 s UV-cured (here: day 3 post-printing) are able to migrate within the hydrogel. Live microscopy was performed at 328 time points with an interval of 5 min. For further data s. Supplementary Movie 2. (e–g) Immunohistochemical anti-insulin staining (brown areas) of CAM assay explants of bioprinted INS-containing hydrogel (e) after 2 s of UV curing, (f) 5 s of UV curing, and (g) 15 s of UV curing. In INS-containing hydrogel with 2 s crosslinking time (e) most insulin-stained areas were detected and pseudoislet formation is found. Spatially distributed pseudoislets remained viable and functional. Longer crosslinking periods (5 s (f), 15 s (g) showed few pseudoislets (f) or scattered INS-1 single cells (g). (h–j) Scanning electron microscopy of freeze-dried hydrogel structures (GelXA LAMININK 411) with different UV-curing times. Electron microscopy showed different morphological features of the hydrogel depending on the crosslinking time of (h) 2 s, (i) 5 s, (j) 10 s. The hydrogel micro-structure showed a homogenous porous structure (h). For further data s. Supplementary Figure 5A–C. Scale bar (a) 200 µm, (d) 20 µm, (e–g) 50 µm, and (h–j) 10 µm.

### Transcriptome analysis of 3D-bioprinted insulin-secreting cells reveals enrichment of proliferative, anti-apoptotic pathways, structural integrity, and ß-cell function

For a comprehensive understanding of the structural and functional implications of 3D-bioprinted hydrogel building-blocks including insulin-secreting cells, global gene expression analysis (total mRNA) was performed using next-generation sequencing. 3D-Bioprinted grid structures with integrated insulin-secreting cells (Supplementary Figure 7A) were compared with their counterparts grown in monolayer (Figure 3(a) and (b)). 

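Messenger RNA was sequenced from INS-1 cells, a rat insulinoma line that secretes insulin, after 5 days in monolayer (2D) or in the bioprinted hydrogel (3D), with 2 cultures of each at passage 3. The authors quantified the reads per transcript with Salmon against rat transcripts and the human insulin gene that the cells carry, and deposited the values as TPM, transcript abundances scaled to sum to 1000000 in each sample. Between 19355 and 19959 transcripts per sample were above 0. TPM keeps no sequencing depth, so no counting error can be attached to a value, and the methods state the read number per sample instead. The 10 most abundant transcripts took 23.4% and 24.2% of TPM in the monolayer samples and 26.4% and 26.9% in the 3D samples. No pair of samples shared an identical value above 0 on any transcript. TPM were summed per gene symbol, giving 23360 genes, and scaled between samples by an unweighted trimmed mean of M values, with factors from 0.960 to 1.02. The 11960 genes with a mean TPM of at least 1 were tested with limma on log2(TPM + 1), and p-values were adjusted by the Benjamini-Hochberg method. Fold changes on this scale understate the change of genes with low TPM. With 2 cultures against 2, an exact permutation test of a single gene cannot give a two-sided p below 0.33. Every call of a gene therefore rests on the spread that limma shares across genes.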

Differential gene expression analysis and subsequent gene enrichment analysis revealed significant alterations of predefined hallmark pathways (Figure 3(a), c–f; for MA-plot, see Supplementary Figure 7B).^30^ 

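Of the 11960 genes tested, 4541 had an adjusted p below 0.05 in limma's moderated test, 2213 of them higher and 2328 lower in 3D culture. Both 3D samples lay on the same side of both monolayer samples in all 4541, which selection by p favours. Such separation was found in 75.5% of all genes tested, where chance gives 33.3% on average. Genes of a sample are not independent, so with 4 samples the gap between these percentages cannot be tested. At an adjusted p below 0.01, the setting that moved the count most, 1418 genes were left. The replicate numbers did not pair the samples, since the deviations of same-numbered cultures from their group means had a correlation of -0.006 across genes, and a fit with the replicate number as a block called 4814 genes. The largest rises among genes with a mean TPM of at least 10 were those of AABR07044273.1, Prok2, Cep85l, AABR07066690.1 and AABR07054983.1. Prok2 rose from 6.68 ± 0.773 TPM (SD, n = 2) in monolayer to 47.9 ± 5.02 TPM (SD, n = 2) in 3D culture, a log2 fold change of 2.67 (standard error 0.11, adjusted p = 0.0014 in limma). AABR07044273.1 had a log2 fold change of 3.17 with a standard error of 0.75. Its adjusted p ranged from 0.0047 to 0.169 across 11 other settings. It was at 0 TPM in monolayer replicate 2. With each culture left out in turn, its log2 fold change ran from 1.94 to 4.38. Among the largest falls were those of LOC100910130, Cdkn1a, LOC100363469 and Pir. Cdkn1a fell from 51.2 ± 3.04 TPM (SD, n = 2) to 20.4 ± 2.54 TPM (SD, n = 2), a log2 fold change of -1.29 (adjusted p = 0.0036 in limma). LOC100910130, with a log2 fold change of -1.34, passed the threshold in 5 of the 11 other settings. Its log2 fold change was -1.98 with 3D replicate 1 left out and -0.70 with 3D replicate 2 left out.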

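Gene set enrichment was computed with fgsea on genes ranked by log2 fold change, over 18 panels fixed before the data were examined. The S and G2/M phase lists are those of Seurat and the others were written from gene function or gene names. Some panels hold genes that the paper names from these same samples. Among them are Irs2 and Foxo1 in IGF signaling, Pfkfb3 in the hypoxia response, and Fn1 and Bcam in matrix and adhesion. The scores of such panels are not independent of the paper's findings. The hallmark sets themselves were not used here, so the scores are not those of the hallmark sets. Permutation of genes treats the genes of a panel as independent. Its p-values do not measure the spread between cultures, so small values are not evidence of replication. In 13 of the 18 panels the adjusted p was below 0.05, 7 of them with a positive and 6 with a negative normalized enrichment score (NES). Genes of the G2/M phase had the lowest NES, -3.23 (adjusted p = 1.01e-18 by permutation of genes), and 51 of the 52 genes tested were lower in 3D culture. S phase genes had an NES of -2.82 (adjusted p = 3.70e-11 by permutation of genes), with 39 of 42 lower. Cdca3 and Gtse1 in the first of these panels had log2 fold changes of -0.75 and -0.74. Ranking by limma's moderated statistic in place of the fold change raised the number of panels past the threshold to 16, the largest shift among the settings tried. A replicate block leaves the fold changes, and with them the scores, as they are by design.

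**Figure D1:**
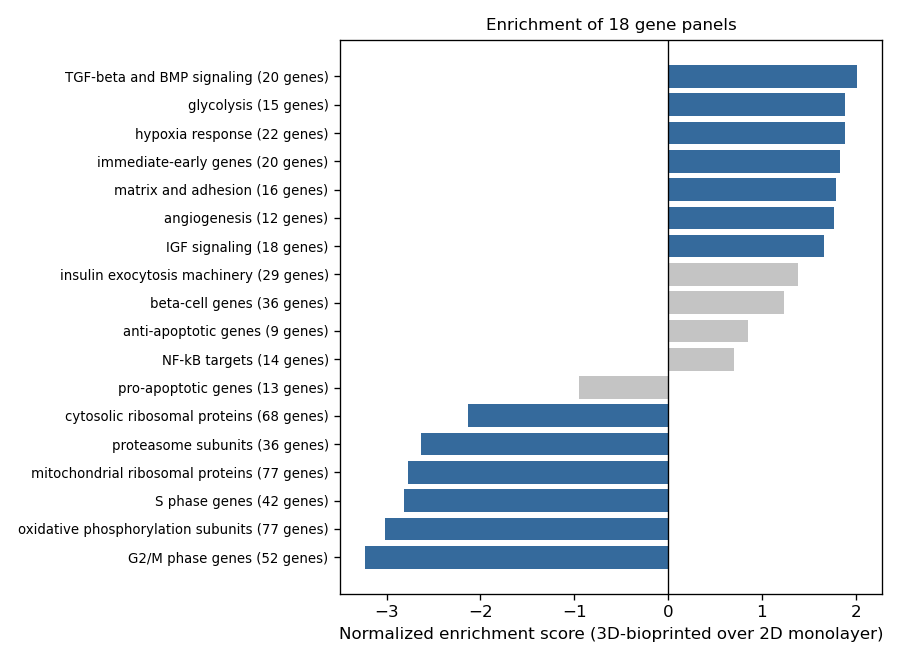
Normalized enrichment score of each of the 18 panels on the horizontal axis, with the number of genes tested beside each name; blue bars have an adjusted p below 0.05 and grey bars do not. The scores run from -3.23 for G2/M phase genes to 2.02 for TGF-beta and BMP signaling.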

Sixteen hallmark pathways, including the sets for “TNF alpha signaling via NFkB,” “hypoxia,” “TGFß signaling,” and “pancreas ß-cell,” were significantly upregulated, whereas 11 pathways, including sets for “adipogenesis,” “reactive oxygen species pathway,” and “oxidative phosphorylation,” were downregulated in 3D-bioprinted cells cultivated in hydrogel compared to monolayer control (Figure 3(a); full report in Supplementary Figure 7C). The results are quantified using normalized enrichment score (NES)- and false detection rate (FDR)-adjusted p-values with a cut-off of 5% for hallmark gene sets. Ingenuity Pathway Analysis (IPA) revealed 100 significantly affected canonical pathways (cut-off threshold *p* < 0.05) (Figure 3(b); full report in Supplementary Figure 7D). 

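The thresholds that the paper gives for the genes passed to IPA are a p-value below 0.05 and an absolute log fold change above 0.5. The p-value was taken here as unadjusted. With limma on the deposited TPM, 1647 genes met both, 1089 higher and 558 lower in 3D culture. Of these, 1573 also had an adjusted p below 0.05. On TPM without scaling between samples, 1265 were higher and 425 lower. With the fold change threshold raised to 1, 233 genes were left, 203 higher and 30 lower. The IPA knowledge base was not used here, so no canonical pathway was scored.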

A graphical network summary of the major biological themes for exploratory purposes is displayed in Supplementary Figure 7E. 

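The panel of beta-cell genes used here holds 44 symbols, of which 36 were tested. Its NES was 1.23 (adjusted p = 0.223 by permutation of genes), with 19 genes higher and 17 lower in 3D culture. In limma, 11 of the 36 rose and 6 fell with an adjusted p below 0.05. Ranked by limma's moderated statistic, the same panel had an NES of 1.53 and an adjusted p of 0.0296. Pcsk2, which encodes a proinsulin convertase, rose from 354 ± 5.77 TPM (SD, n = 2) to 528 ± 13.7 TPM (SD, n = 2), and Pklr from 103 ± 4.16 to 151 ± 1.16 TPM. The panel of the insulin exocytosis machinery had an NES of 1.38 (adjusted p = 0.113 by permutation of genes), with 10 of 29 genes significantly higher and 1 lower. Ranked by limma's moderated statistic, this panel had an NES of 1.69 and an adjusted p of 0.0101. It also passed with a mean TPM of at least 5 (adjusted p = 0.0169) and in limma's camera test (0.0498), and in no other setting.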

Regarding the effects of 3D-bioprinted hydrogel culture and the accompanying microenvironment that led to pseudoislet formation, evaluation of the enrichment of the pancreas ß-cell-specific gene set (NES 1.63, *p* < 0.01) is of special interest (Figure 3(c)). 

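Slc2a2, the glucose transporter GLUT2, had 479 ± 9.69 TPM (SD, n = 2) in monolayer and 630 ± 12.7 TPM (SD, n = 2) in 3D culture, a log2 fold change of 0.39 (standard error 0.056, adjusted p = 0.0075 in limma). Abcc8, which encodes SUR1, rose from 77.6 ± 2.34 to 138 ± 5.62 TPM, a log2 fold change of 0.83 (standard error 0.059, adjusted p = 0.0035 in limma). Kcnj11 had 131 ± 11.2 TPM in monolayer and 136 ± 2.34 TPM in 3D culture, a difference smaller than the spread of the monolayer cultures (log2 fold change 0.059, adjusted p = 0.543 in limma), and its sign changed when monolayer replicate 1 was left out. The files list rat Ins1, rat Ins2 and the human INS gene separately, and reads from such similar sequences can be divided among them by the quantification. Together they took 14.3% ± 0.942 of TPM (SD, n = 2) in monolayer and 15.0% ± 0.784 (SD, n = 2) in 3D culture. Ins1 had a log2 fold change of 0.10 (adjusted p = 0.681 in limma) and INS of -0.12 (adjusted p = 0.374). Ins2 had 1.33% ± 0.007 of TPM in monolayer and 0.914% ± 0.026 in 3D culture, a log2 fold change of -0.58 (standard error 0.093, adjusted p = 0.0095 in limma). With no expression filter the adjusted p of Ins2 was 0.0714.

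**Figure D2:**
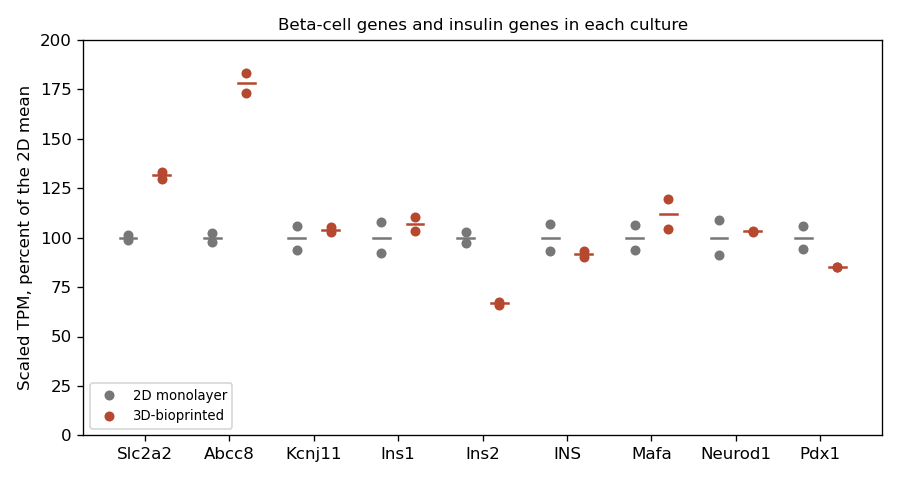
Scaled TPM of the beta-cell and insulin genes in each culture as a percentage of the gene's monolayer mean; points are single cultures and lines are means of 2. Abcc8 lies at 178% and Slc2a2 at 131.5% of the monolayer mean in 3D culture, and Ins2 at 66.7%.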

An upregulation of processes including regulation of insulin gene expression, glucose transport and sensing, modulation of ATP-sensitive potassium channels, secretory processes, and ß-cell-specific canonical transcription factors and promotors was found (e.g. *Slc2a2*, *Sur1*, *Kcnj11*), whereas no significant difference in insulin gene expression itself could be detected (see excerpt table of differential gene expression in Supplementary Figure 7G). ß-Cell-specific pathways were unbundled using IPA with Ingenuity Knowledge Base as reference and revealed an activation of insulin secretion signaling (*z*-score 3.657, *p* < 0.01) and IGF-1 signaling (*z*-score 1.667, *p* < 0.05) and an inactivation of type 2 DM signaling (*z*-score −1.265, *p* < 0.01). In contrast to *Mafa* and *Neurod1*, *Pdx1* is downregulated compared with monolayer control. However, causal network analysis identified all three transcription factors to be activated master regulators (activation *z*-score 3.182, bias-corrected *p* < 0.0001) based on 32 downstream genes in the dataset. 

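Neither Mafa nor Neurod1 had an adjusted p below 0.05, in limma or in any of the 11 other settings. Mafa had 132 ± 11.8 TPM (SD, n = 2) in monolayer and 147 ± 14.1 TPM (SD, n = 2) in 3D culture, a log2 fold change of 0.16 (standard error 0.094, adjusted p = 0.224 in limma). For Neurod1 the values were 63.8 ± 8.00 and 65.9 ± 0.236 TPM, a log2 fold change of 0.051 (adjusted p = 0.680 in limma), and the sign changed when monolayer replicate 2 was left out. Pdx1, listed by the transcript ENSRNOT00000071942.1, fell from 150 ± 12.3 to 128 ± 0.119 TPM, a log2 fold change of -0.23 (standard error 0.071, adjusted p = 0.0520 in limma). Its adjusted p was below 0.05 in 4 of the 11 other settings, among them the replicate block with 0.0430. Adjusted over 27 genes alone, those the paper names and the detected laminins, it was 0.0287 in limma. Most of that list is the paper's own selection from these samples, so the lower value is no independent support.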

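In the panel of IGF signaling, 15 of the 18 genes tested were higher in 3D culture, 8 of them significantly, and the NES was 1.66 (adjusted p = 0.0211 by permutation of genes). The panel of TGF-beta and BMP signaling had an NES of 2.02 (adjusted p = 3.84e-04 by permutation of genes), with 17 of 20 genes higher and 9 of them significantly so. Id1 rose from 20.9 ± 1.29 TPM (SD, n = 2) to 49.9 ± 0.282 TPM (SD, n = 2), a log2 fold change of 1.22 (adjusted p = 0.0027 in limma). Id3 had a log2 fold change of 1.01, and Igfbp4 of 0.72. Tgfb2 went from 0.128 ± 0.041 to 6.75 ± 2.42 TPM, at levels where the added pseudocount lowers the log2 fold change, here 2.74.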

The significant overexpression of IGF/TGFß signaling cascade-related genes puts *Pdx1* expression in relation. IGF/TGFß signaling is an important proliferative and functional regulator of ß-cell growth and proliferation, and the enrichment data correlate with our findings in growth assays (TGFß signaling NES 1.74, *p* < 0.01; Figure 3(e)).^31^ Prolonged hyperglycemia induces glucotoxicity.^32^ 

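Gsk3b, the gene of a kinase that phosphorylates PDX1, rose from 20.3 ± 3.10 TPM (SD, n = 2) in monolayer to 29.9 ± 1.42 TPM (SD, n = 2) in 3D culture, a log2 fold change of 0.54 (standard error 0.11, adjusted p = 0.0163 in limma). Without the expression filter its adjusted p was 0.0512.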

An accumulation of glucose in 3D hydrogel culture may have led to GSK3B-regulated PDX1 phosphorylation and thus faster proteasomal degradation. High glucose induces FOXO1, which has been described to integrate ß-cell proliferation with adaptive function to maintain tissue homeostasis at the center of IGF/TGFß signaling.^31,33^ 

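The panel of NF-kB targets showed no enrichment in either direction. Its NES was 0.71 (adjusted p = 0.834 by permutation of genes), 8 of the 14 genes tested were higher and 6 lower in 3D culture, and the only significant change was a fall of Nfkbib (log2 fold change -0.52, adjusted p = 0.0064 in limma). Tnfaip3 and Nfkbia had log2 fold changes of 0.32 and 0.21 with adjusted p of 0.0581 and 0.0646 in limma. The sign of the score changed when genes were ranked by limma's moderated statistic (-0.79). A separate panel of immediate-early genes had an NES of 1.84 (adjusted p = 0.0047 by permutation of genes), with 13 of 20 genes significantly higher, among them Dusp5 (log2 fold change 1.08), Junb (1.03) and Klf10 (0.81). Tgfb1 lay below the expression filter, at 0.215 and 0.253 TPM in monolayer and 0.543 and 0.370 TPM in 3D culture.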

Prolonged hyperglycemia may have triggered a transient inflammation of insulin-secreting cells, in which TGFß1 interacts in the NFkB pathway (TNFA signaling via NFkB NES 2.37, *p* < 0.01).^31^ Additionally, overexpression of *Irs2* and *Atf3* has previously been reported to have a protective effect on ß-cells under metabolic demand and alleviate hyperglycemia-induced apoptosis in support of our hypothesis.^34^ 

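Irs2 had 38.2 ± 2.33 TPM (SD, n = 2) in monolayer and 55.5 ± 1.71 TPM (SD, n = 2) in 3D culture, a log2 fold change of 0.53 (standard error 0.067, adjusted p = 0.0059 in limma). Atf3 rose from 1.05 ± 0.270 to 2.77 ± 0.041 TPM, a log2 fold change of 0.89 (standard error 0.14, adjusted p = 0.0090 in limma). With a pseudocount of 0.1 in place of 1, the log2 fold change of Atf3 was 1.35.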

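Hif1a transcript levels were 13.4 ± 1.31 TPM (SD, n = 2) in monolayer and 13.5 ± 0.064 TPM (SD, n = 2) in 3D culture, with no detectable difference (log2 fold change 0.015, adjusted p = 0.900 in limma). Pfkfb3, which encodes a regulator of glycolysis, rose from 22.3 ± 1.36 to 82.5 ± 0.665 TPM, a log2 fold change of 1.84 (standard error 0.064, adjusted p = 0.0014 in limma). A panel of genes of the hypoxia response had an NES of 1.89 (adjusted p = 0.0025 by permutation of genes), with 18 of the 22 genes tested higher. Besides Pfkfb3, its smallest p-values were those of Bhlhe40 and P4ha1, with log2 fold changes of 1.86 and 1.71.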

We hypothesize that INS-1 cells exposed to environmental stress due to the bioprinting process, transient hypoxic conditions, and hyperglycemia may have activated HIF1a/PFKFB3 stress-repair signaling.^35,36^ This transient state is an adaptive, protective metabolic response that slows ß-cell death at the expense of ß-cell function and activates glycolysis (*z*-score 2.333, *p* < 0.0001) while inhibiting the oxidative phosphorylation (NES −2.90, *p* < 0.01).^35,36^ 

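Of 15 glycolysis genes tested, 13 were higher in 3D culture, 9 of them significantly, and the panel's NES was 1.89 (adjusted p = 0.0020 by permutation of genes). Pfkp rose from 39.8 ± 2.71 TPM (SD, n = 2) to 84.5 ± 10.5 TPM (SD, n = 2), a log2 fold change of 1.06 (adjusted p = 0.0041 in limma), and Aldoc had a log2 fold change of 1.30 at low TPM. Among the nuclear genes for subunits of oxidative phosphorylation, 76 of 77 were lower in 3D culture, 62 of them significantly. Their NES was -3.02 (adjusted p = 8.95e-17 by permutation of genes) and their median log2 fold change -0.35. Ndufb6 fell from 187 ± 5.40 to 129 ± 1.09 TPM. Transcript lengths were not used here, so a dependence of these changes on length was not tested.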

Additional upstream regulator analysis supported the likelihood of our hypothesis identifying glucose (activation *z*-score 3.835, overlap *p* < 0.0001) based on expression of 87 genes in the dataset (see the graphical display of glucose upstream regulator network incl. exemplary pathway overlay in Supplementary Figure 7F). 

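The network drawn in Supplementary Figure 7F holds 87 genes, 64 of them drawn as higher and 23 as lower in 3D culture. Of these, 81 could be matched to a gene of the files and tested, and all 81 had a log2 fold change in the drawn direction, 59 higher and 22 lower. In limma, 80 had an adjusted p below 0.05 over all genes tested, and all 81 had when adjusted over the list alone. The list is the paper's own selection from these samples, so these counts are no independent check. With 3D replicate 1 left out, 78 kept the drawn direction. The insulin gene of the network was left out, since the drawing does not say which of Ins1, Ins2 and INS it stands for. From the upstream regulator analysis of these genes, which identified glucose, the paper reasons that its hypothesis of a stress response to bioprinting, hypoxia and hyperglycemia is more likely.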

Further, pseudoislet formation in 3D-bioprinted hydrogel culture led to a significant decline of pro-apoptotic genes *Bax*, *Bad*, and caspase 3 and overall activation of the functional annotation “Cell Viability” (*z*-score 2.160, *p* < 0.0001) in IPA. This finding is consistent with cleaved caspase 3 staining showing only scattered apoptotic cells in the core of pseudoislets. 

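Bax fell from 148 ± 10.6 TPM (SD, n = 2) in monolayer to 113 ± 3.91 TPM (SD, n = 2) in 3D culture, a log2 fold change of -0.38 (standard error 0.070, adjusted p = 0.0127 in limma). Bad had a log2 fold change of -0.36 (standard error 0.063, adjusted p = 0.0111 in limma), from 75.7 ± 0.987 to 58.6 ± 3.44 TPM. Bax is listed with the transcripts ENSRNOT00000028328.5, which went from 137 ± 5.80 to 101 ± 1.00 TPM as deposited, and ENSRNOT00000087061.1, which went from 8.33 ± 0.576 to 13.3 ± 1.75 TPM. A panel of 18 pro-apoptotic genes, of which 13 were tested, had an NES of -0.95 (adjusted p = 0.585 by permutation of genes). In it 6 genes fell and 1 rose significantly. The rise was that of Bcl2l11, from 3.98 ± 0.813 to 11.0 ± 0.351 TPM.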

Pseudoislet formation and proliferation in culture, together with reduced pro-apoptotic gene expression, may be a result of reduced anoikis due to cell-cell and cell-matrix interactions and anchorage-dependent growth. In islets, laminin-411 and laminin-511 are expressed and have been suggested to play an important role in β-cell proliferation and insulin transcription.^37,38^ A hydrogel blend containing laminin-411 was therefore used in this study. 

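Fn1, the gene of fibronectin, rose from 118 ± 8.79 TPM (SD, n = 2) in monolayer to 384 ± 10.1 TPM (SD, n = 2) in 3D culture, a log2 fold change of 1.69 (standard error 0.070, adjusted p = 0.0014 in limma). Cdh1, the gene of E-cadherin, had 95.8 ± 1.72 and 110 ± 3.39 TPM. Its log2 fold change was 0.20 (standard error 0.055, adjusted p = 0.0399 in limma). It passed the threshold in 8 of the 11 other settings, with adjusted p from 0.0199 to 0.0737. It did not pass with the replicate block (0.0567), without the expression filter (0.0682) or with empirical Bayes without trend (0.0737). Bcam had a log2 fold change of 0.72 (standard error 0.11, adjusted p = 0.0085 in limma). A panel of 37 matrix and adhesion genes, of which 16 were tested, had an NES of 1.79 (adjusted p = 0.0057 by permutation of genes), with 13 of the 16 higher. Among the laminin genes, 4 passed the expression filter. Lama5 rose from 5.18 ± 0.511 to 8.29 ± 0.466 TPM (adjusted p = 0.0100 in limma) and Lamb3 from 13.4 ± 1.77 to 22.1 ± 0.329 TPM (adjusted p = 0.0073). Lamb1 rose at low expression, with 1.85 ± 0.221 TPM in 3D culture (adjusted p = 0.0181 in limma). Lamc1 had 7.76 ± 0.891 TPM in monolayer and 6.69 ± 1.09 TPM in 3D culture, which does not exceed the spread (log2 fold change -0.19, adjusted p = 0.282 in limma). Lamb2 lay below the filter, with a mean of 0.179 TPM in monolayer and 0.359 TPM in 3D culture. Lama4, the alpha chain of laminin-411, was listed at 0 in all 4 samples.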

The transcriptome data revealed significant overexpression of fibronectin, E-cadherin, basal cell adhesion molecules, and laminins secreted by INS-1 and known to be essential for structural integrity and cell contacts of islets, thereby enhancing functionality.^37–39^ In addition, significant overexpression of extracellular matrix (ECM)-localized growth factors such as *Vegfa* was found in INS-1 cells in 3D culture.

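Vegfa rose from 149 ± 8.78 TPM (SD, n = 2) in monolayer to 225 ± 22.9 TPM (SD, n = 2) in 3D culture, a log2 fold change of 0.59 (standard error 0.088, adjusted p = 0.0079 in limma). With each culture left out in turn, the log2 fold change stayed between 0.49 and 0.70.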

**Figure 3.**
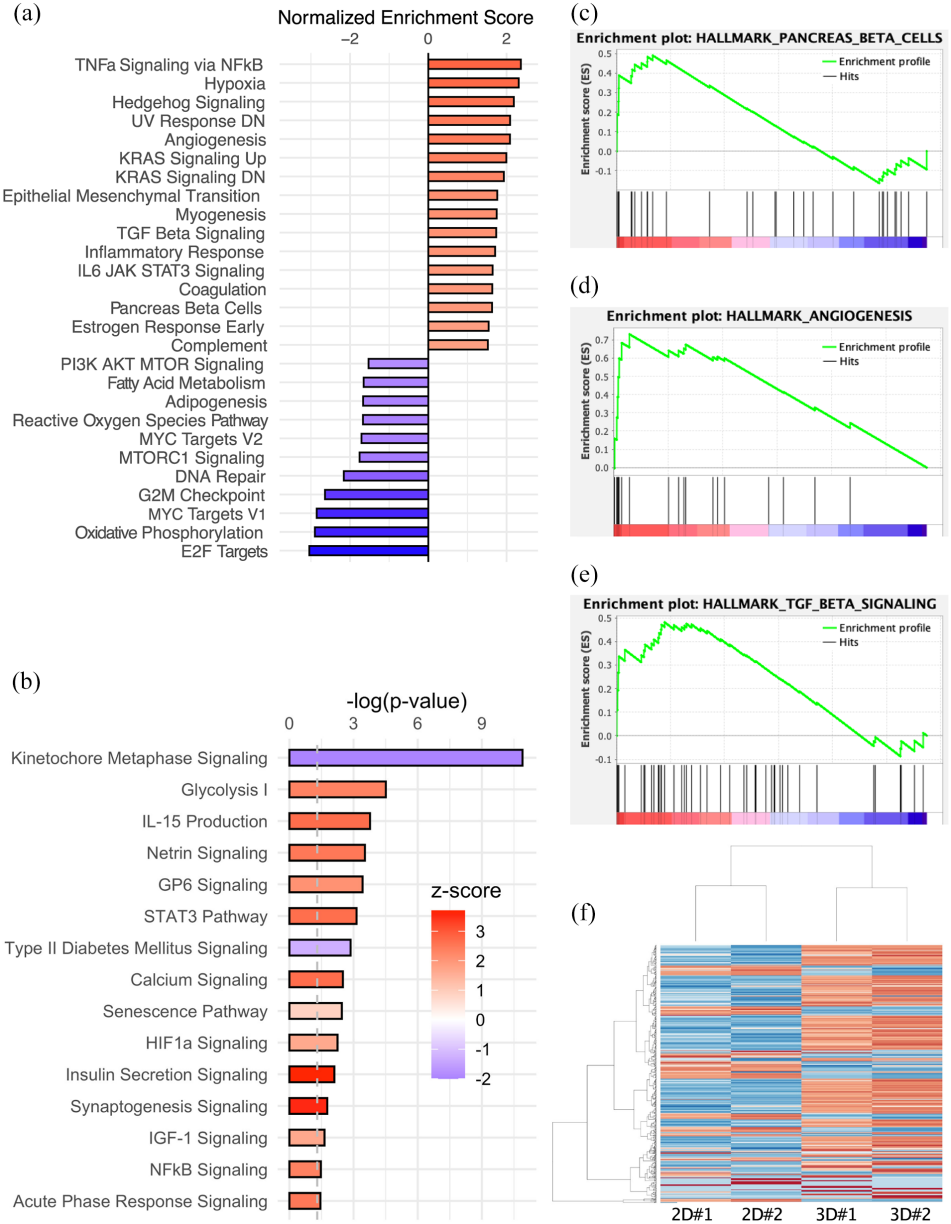
mRNA sequencing of 3D-bioprinted domes compared with monolayer culture control shows robust differential gene expression clusters and alteration of hallmark pathways. (a) Gene set enrichment analysis revealed significantly altered hallmark pathways (*p* < 0.05). (b) IPA revealed significantly altered canonical pathways (*p* < 0.05) and color-coded *z*-score indicates activation of pathways including insulin secretion signaling. Upregulated hallmark pathways include pancreas ß-cells (c), TGFß signaling (d), and angiogenesis (e). (f) Heatmap of alteration in gene enrichment (500 most significant alterations) comparing 3D-bioprinted culture with monolayer culture.

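Over the 500 genes with the smallest p, the mean Euclidean distance between samples of different groups was 7.12 times that between samples of the same group. Selection by p raises this ratio, which was 1.67 over all genes tested and 1.37 over the 500 most variable genes. The first principal component of all genes tested carried 70.2% of the variance and separated the monolayer from the 3D samples. The angiogenesis panel, with 12 genes tested, had an NES of 1.77 (adjusted p = 0.0103 by permutation of genes). Stc1 and Jag2 had the smallest p-values in it, with log2 fold changes of 1.15 and 0.46.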

### Xenotransplantation to fertilized chicken eggs results in extensive vascular ingrowth and neoangiogenesis in scaffold components

Vascularization of building-blocks is crucial for the viability and function of islets.^5,9,10,40^ The transplantation of the PCL scaffold (Figure 4(a)–(c)) and hydrogel (Figure 4(d)–(f)) to the CAM of fertilized chicken eggs was utilized to investigate vascular ingrowth and vessel penetration through the solid PCL channel architecture *in vivo* (Figure 4, Supplementary Figure 8A). The surface-functionalized PCL had beneficial effects on vascularization, as shown by the significantly enhanced total vessel network length (untreated control: 26,856 ± 3502SD [px], Hep-PCL: 34,766 ± 1650SD [px], *p* < 0.05) (Supplementary Movie 3 and Figure 8A). Especially in the initial period after implantation, cells are faced with hypoxia and diffusion-based supply.^41^ We showed that insulin-secreting pseudoislets cultured in hydrogel structure survived this initial period before formation of vascularization. After 9 days of *in ovo* cultivation (Supplementary Figure 8B), the xenografts were explanted. A dense host-derived vascular network surrounding the xenograft was observed (Figure 4(e)). Stereomicroscopy showed that some vessels penetrated the xenograft (Figure 4(f)–(l)). Subsequent immunohistochemical analysis proved not only extensive peri-islet vascularization but also intra-islet vascularization (Figure 4(g), (j), and (k)). The close spatial relationship of insulin-positive pseudoislet structures with newly formed vascular structures (CD31+) is displayed in double stained xenotransplant specimens (Figure 4(i)–(l)). Additionally, staining with avian anti-CD34 showed capillary sprouting at the periphery and migration of host EC toward the graft center without additional external mitogenic stimulation (Supplementary Figure 8C). A direct comparison of heparin-conjugated and control scaffolds was possible in *ex ovo* CAM assay, where an anticoagulation effect of the heparinized scaffolds was observed (Supplementary Figure 8B, EDD11/18).

**Figure 4.**
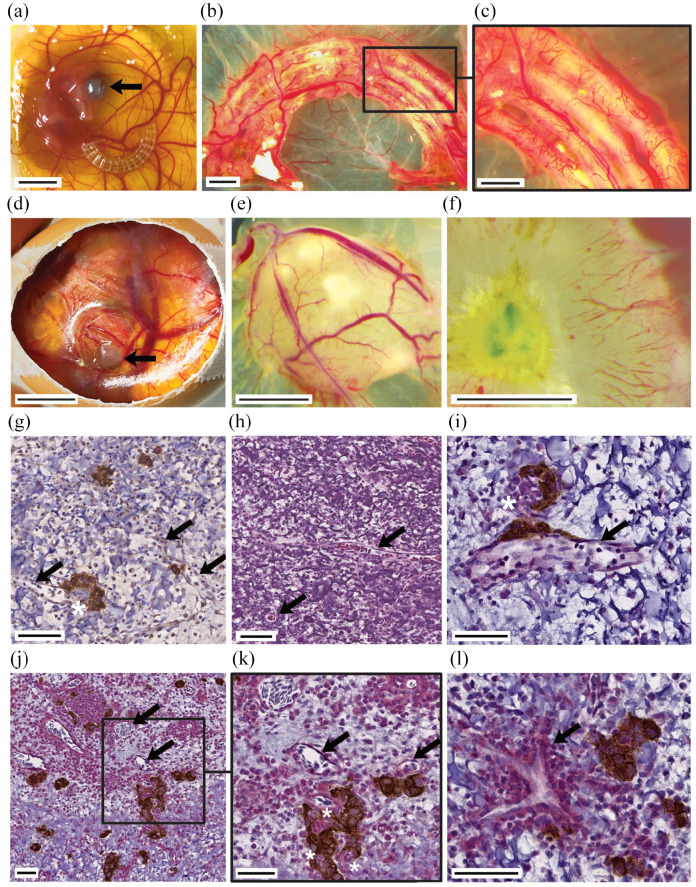
Chorioallantoic membrane assay is a suitable model for investigating angiogenesis in tissue-engineered grafts. Extensive, rapid vascular ingrowth is seen in both PCL and cell-laden hydrogel structure after the 9-day assay period. *Ex ovo* CAM assay experiments enabled direct comparison of heparinized PCL scaffolds with untreated controls and validated the beneficial properties of heparinization for enhanced vascular ingrowth ((a–c) arrow indicates eye of chicken embryo). *In ovo* CAM assay experiments were used for investigation of 3D-bioprinted INS-1-laden droplets ((d–l) arrow indicates xenotransplant). Vascular structures (arrows) penetrated into the scaffold (g–l). (g) Anti-insulin immunohistochemical staining of CAM assay explant. (h) H&E staining of CAM assay explant. (i–l) Anti-insulin (brown) and anti-CD31 (red) immunohistochemical double-staining of CAM assay explant. Rapid vascularization maintained viability and function of pseudoislets. Peri- and intra-insular (asterisks) vessels were detected (g–l). Scale bar (a and d) 10 mm, (b, c, e, and f) 2 mm, (j) 100 µm, (g, h, k, and l) 50 µm, (i) 20 µm.

### Survival, viability, and insulin secretion of pseudoislets *in ovo*

3D-Bioprinted INS-1 cells formed pseudoislets *in vitro*. Pseudoislet formation was also observed after excision of *in ovo* cultured bioprinted hydrogel droplets. Xenografts remained on the CAM for 9 days supplied with nutrients only by diffusional processes from the CAM and newly formed vascular structures penetrating the xenograft. The CAM assay modeled the initial period after implantation, in which comprehensive vascularization of the graft is yet to develop. Insulin-secreting pseudoislets survived this initial period. Immunohistochemical staining against insulin demonstrated that pseudoislets remained functional until explantation (Figures 2(e) and 4(g), i-l). However, only pseudoislets with either minimal diffusion distance to the surrounding tissue (max. 650 µm; Supplementary Figure 9) or contact to intra-graft vessels (Figure 4(i)–(l)) were found, therewith decreasing the homogeneity of the cellular distribution. Pseudoislets located deep inside the hydrogel structure experienced a hypoxic environment consistent with previous literature findings.^41^ Over a period of 9 days *in ovo*, anaerobic respiration was presumably insufficient to meet metabolic demand. Dependence on diffusion of nutrients and gases, soluble factors, and waste products from surrounding tissue into the graft limits the size if cell viability is to be retained.^29,41^ Homogeneous spatial distribution of pseudoislets in cross-sections of the graft was observed both at 20 µm and 40 µm distance from the bottom (Supplementary Figure 9). The graft area in these cross-sections of about 1.3 mm^2^ and 1.8 mm^2^, respectively, and the relatively small diffusion distance from graft base to CAM resulted in sufficient viability. At 60 µm diffusion distance, pseudoislets were predominantly located in marginal areas of the graft cross-section (6.45 mm^2^; Supplementary Figure 9). In addition, it is notable that pseudoislets are reduced in size with increasing diffusion distance. Pixel classification segmentation detected 1.8%, 2.1%, and 2.1% of insulin^ +^ area at 20, 40,and 60 µm cross-section layers, respectively. Examination of explanted specimens in which either the bioprinted graft had been UV-cured for a longer period (15 s) or a larger graft structure had been printed confirms the findings stated above (Supplementary Figure 9).

### Co-culture with EC ameliorates insulin secretion

The effect of the extracellular microenvironment and cellular crosstalk on the functional outcome was investigated by means of GSIS (Supplementary Figure 10A). The 3D-bioprinted INS-1 group responded to glucose stimulation by secretion of 10.8 and 21.4 pmol/l insulin in basal and high glucose concentration, respectively (*p* < 0.001, Figure 5(a)). The functional outcome shows that cell encapsulation, bioprinting, and UV-crosslinking did not prevent the insulin-secretory function of bioink droplets (INS-1 group). The 3D-bioprinted co-culture group with HUVEC (INS-1/HUVEC, 1:2 ratio) yielded a secretion of 16.4 pmol/l and 31.7 pmol/l (*p* < 0.001, Figure 5(a)). At both basal and high glucose concentrations, the co-culture group showed significantly enhanced secretion of insulin compared to INS-1 group (*p* < 0.05, *p* < 0.01). Both groups showed significantly increased insulin secretion after high-glucose treatment compared with basal glucose treatment (*p* < 0.001). Interestingly, the 2D-monolayer culture showed higher absolute insulin secretion after glucose challenge, possibly due to the tumor origin of the 2D adhesive cell line, a higher surface to volume ratio, and enhanced stimulus conduction of confluent monolayer cells (Supplementary Figure 10B). However, the stimulation indices (high glucose/basal glucose ratio) were increased in both bioprinted 3D culture conditions (1.56 [2D INS-1] compared with 1.97 [INS-1] and 1.93 [INS-1/HUVEC]). The stimulation in both 3D culture groups is similar to the characteristic index of healthy and freshly isolated human islets and can be attributed to the 3D matrix microenvironment.^42^

**Figure 5.**
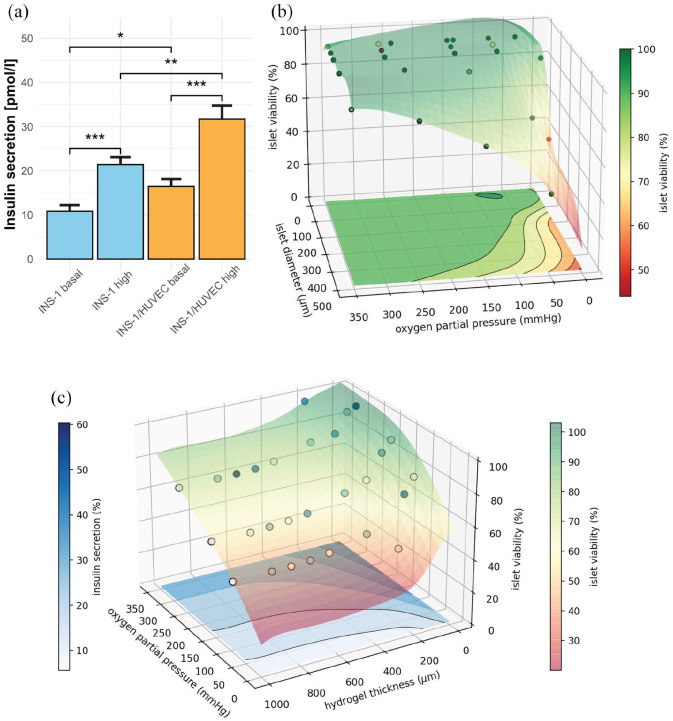
Insulin-secretion of bioprinted INS-1 cells is enhanced in co-culture with EC. Computer simulation of human Langerhans islets predicts concept feasibility and defines boundary conditions for viability and function of bioprinted 3D hydrogel geometries. (a) Insulin secretion of hydrogel-embedded INS-1 culture and INS-1/HUVEC co-culture at basal and high glucose levels 3 days post printing. 3D-Bioprinted, encapsulated INS-1 cells are responsive to glucose stimulation. The INS-1/HUVEC co-culture ameliorates the amount of insulin secreted. Insulin levels for both experimental settings were normalized to 10,000 cells. Error bars depict SEM, *n* ⩾ 20/condition. (b) Simulation of viability of human islets of Langerhans encapsuled in hydrogel by finite element analysis. Calculation for 400 µm constant diffusion distance through the hydrogel. Glucose inflow concentration is kept at 10 mM. Inflow oxygen partial pressure ranging from 5 mmHg to 350 mmHg, islet diameter from 100 µm to 500 µm. Circles represent data points, gathered by diffusion simulation, and colored semitransparent surface and projection on the base represent fit through cell viability data. (c) Simulation of insulin secretion and viability. Constant glucose concentration of 10 mM, constant islet diameter of 500 µm, inflow oxygen partial pressure varying between 50 mmHg and 350 mmHg, hydrogel shell thickness ranging from 0 µm to 1000 µm. Circles represent calculated datapoints, semitransparent surface represents fit through 3D cell viability (right color bar). Insulin secretion is displayed as contour lines at the bottom of the diagram (left color bar). Simulations were performed for 464 different scenarios.

### Computer-aided applicability screening of scaffold architecture by finite element analysis demonstrates feasibility for Langerhans islets

The use of INS-1 cells instead of human islets could be viewed as a shortcoming of this study. Especially in terms of oxygen and nutrient diffusion the variable size of human islets^4^ needs to be considered to avoid function loss and central core necrosis.^3,43^ We addressed this requirement by performing simulations of diffusion gradients and metabolic activity of human islets. The intention was to enable different boundary conditions for variations of parametric scaffold architecture applicability, thus avoiding iterative experimental designs of a macroscopic device from bench to bedside. A primary limitation in translation of all tissue engineering approaches, in particular macrodevice scaffolds, is vascularization.^4^ According to previous findings and results presented here, the diameter of the hydrogel capsule must extend no more than a few 100 µm for sufficient oxygen diffusion maintaining pseudoislet viability.^44,45^ The applicability of the scaffold architecture was validated by *in silico* modeling based on literature data^24^ (parameters displayed in Supplementary Figure 11). Finite element simulations with multiple input parameters predicted viability and insulin secretion of bioprinted islets of Langerhans as function of oxygen partial pressure, surrounding hydrogel thickness, and the diameter of the islet itself for 464 scenarios. Our simulations focused on the critical initial period after implantation, in which vascular ingrowth has not yet occurred. Hence, only diffusion processes were considered. Hypoxic conditions result in decreased viability and function, especially for large islet structures (Figures 1, 5(b) and (c)). Oxygen and glucose diffusion through islets is hampered compared with hydrogel diffusion (Supplementary Figure 11). Thus, large islets are more severely affected by hypoxia. This is consistent with our findings, that showed few apoptotic cells to be located in the core of large pseudoislets *in vitro*. As concluded before,^24,27^ small to average-sized islets containing bioink xenografts are more likely to survive. To a lesser yet considerable degree, cell viability with respect to oxygen levels is reduced with increasing hydrogel diffusion distance (Figure 5(c), Table 1). Finite element simulation then enabled identifying the best fit for bioprinting geometries. Insulin secretion by islets decreases rapidly with declining oxygen partial pressure and is diminished before viability begins to decrease. With a more than four times smaller diffusion coefficient, glucose diffusion is a more limiting factor for insulin secretion. However, simulations with hyperglycemic glucose concentrations showed decreased viability and function of islets (Table 1). High glucose concentrations stimulate insulin secretion in islet ß-cells, leading to increased oxygen consumption. ß-Cells in the islet shell consume more oxygen in response to hyperglycemia, leaving a smaller amount for core cells. Thus, islet core oxygen levels fall below a critical boundary for cell viability and cause core necrosis. The simulated functional outcome is additionally dependent on hydrogel thickness for insulin outflow. It is important to consider that due to the larger size of insulin, the overall secretion from the xenograft is also limited by accumulation and degradation of the hormone in the bioprinted hydrogel. The pseudoislets generated in this study and islet-like organoids generated from pluripotent stem cells^46^ range up to 150 µm in diameter and thus present more suitable prerequisites for diffusional nutrient supply while encapsulated.^28^

**Table 1.** Finite element analysis to prove feasibility for human Langerhans islets (excerpt).

Oxygen level (mmHg)	Glucose concentration (initial) (mM)	Hydrogel thickness (µm)	Islet diameter (µm)	Viability (%)	Insulin secretion (%)
160	10	50	500	92.1	46.53
160	10	50	150	100	70.24
90	10	50	500	78.5	32.46
90	10	50	150	100	70.24
90	5	50	500	87.2	14.10
90	25	50	500	73.8	41.26
90	5	500	500	54	3.82
90	25	500	500	40.3	8.25
90	5	1000	500	51.2	3.12
90	25	1000	500	37.5	6.2
90	5	50	150	100	28.76
90	25	50	150	100	95.96
90	5	500	150	100	27.61
90	25	500	150	100	69.56
90	5	1000	150	100	27.6
90	25	1000	150	99.8	64.85

Anticipated results for cell viability and insulin secretion as function of oxygen level, surrounding glucose concentration, thickness of hydrogel encapsulation, and islet diameter.

## Discussion

In the present study, we developed and evaluated a concept for 3D-(bio)printing of insulin-secreting tissue as a novel treatment option for patients with insufficient insulin-secretory function. We proved the feasibility of our building-block concept with regard to hybrid scaffold fabrication, integration of cells, and functional evaluation *in silico*, *in vitro*, and *in vivo*. Hybrid scaffold building-blocks were fabricated by 3D-(bio)printing using PCL and gelatin methacrylate hydrogel. In this concept, we propose using a permeable outer shell of a PCL mesh (Figures 1(a) and 6(a)) to support the inner insulin-secreting hydrogel core (Figures 2(a) and 6(b)) until it can support itself (for proposed future application concept see Supplementary Movie 4). Solid PCL as retrievable outer shell is a logistic template for a hybrid macrodevice. PCL is FDA-approved as a drug delivery device and is used in medical devices because of its biocompatibility, low immunogenicity, low foreign body response, and physicochemical properties.^7,11^ Covalent heparin binding on the PCL surface improved vascularization *in vivo* and, in agreement with a previous study by Marchioli et al.,^7^ increased cell adhesion due to decreased hydrophobic properties, increased protein binding capacity, and different surface topography. EC coating of polymers has been reported to accelerate vascularization.^6^

**Figure 6.**
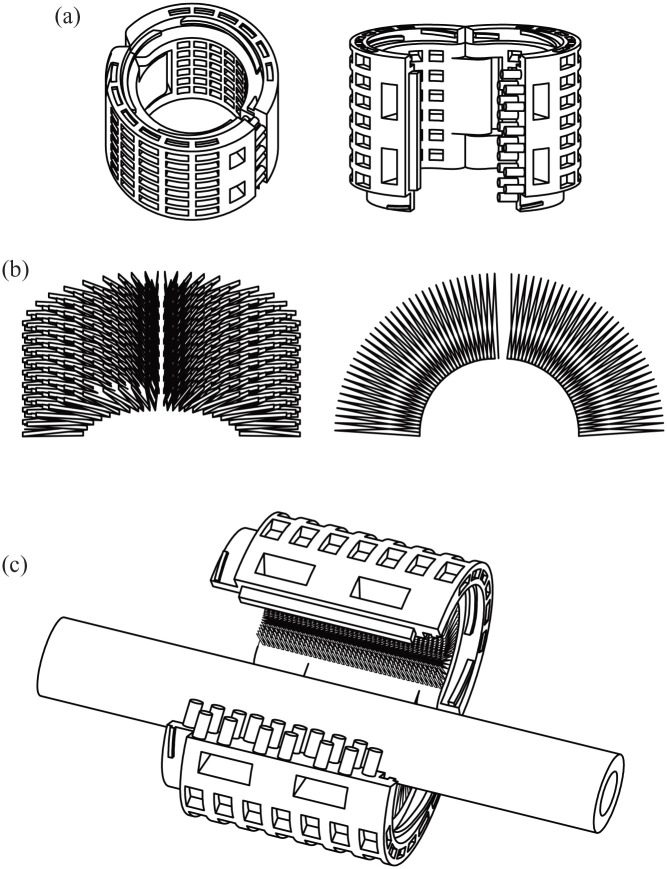
Proposed application concept of a perivascular implant based on a hybrid scaffold building-blocks. (a) CAD-drawing of polycaprolactone shell component: Proposed 3D-printed outer layer. (b) CAD-drawing of cell-encapsulating hydrogel structure: Proposed bioprinted inner layer. (c) CAD-drawing of proposed merged hybrid perivascular device for future application in human. In this study, building-blocks for a future insulin-producing perivascular implant were investigated *in vitro* and *in ovo*. In further studies *in vivo*, we propose merging the building-blocks to form a hybrid implant as depicted here. Such an implant could be able to encase neuro-vascular structures. The modular design, as proposed in the CAD-drawing could easily be implanted to encase bodily structures and would allow further hybrid devices to be attached along the bodily lead structure and thus being a building-block for a patient-specific implant itself. For further information on the proposed concept see Supplementary Movie 4.

Cellular integration was investigated by means of morphology, viability, proliferation, migration of cells, apoptosis staining, and transcriptome alterations. The bioprinted, multicellular hydrogel provides a microenvironment for insulin-secreting cells to form islet-like structures, thrive, and function. Total mRNA sequencing revealed that morphological pseudoislet formation in 3D culture correlates to upregulation of ß-cell-specific proliferative pathways, insulin secretion signaling cascades, and angiogenesis pathways. The complex regulation and interaction of ß-cell-enriched genes impedes a functional assessment of 3D-bioprinted hydrogel culture by transcriptome analysis alone. ß-cell dedifferentiation after prolonged hyperglycemic conditions is a key mechanism causing a loss of functional ß-cell mass in type 2 DM to alleviate apoptosis rates.^32^ However, we did not detect a functional consequence; dedifferentiation seems to be absent due to the overexpression of genes specific for the ß-cell phenotype and robust activation of ß-cell-specific pathways. This interpretation correlates with the findings from growth assays, apoptosis assays and stimulation index in GSIS experiments. Instead, the pseudoislets in 3D culture seem to respond to the metabolic demand by compensatory upregulation of *Foxo1*, *Iapp*, *Irs2*, and *Atf3* expression. 

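Foxo1 rose from 10.2 ± 0.715 TPM (SD, n = 2) in monolayer to 16.0 ± 1.13 TPM (SD, n = 2) in 3D culture, a log2 fold change of 0.60 (standard error 0.086, adjusted p = 0.0075 in limma). Iapp had 10940 ± 53.8 and 12585 ± 535 TPM, a log2 fold change of 0.20 (standard error 0.094, adjusted p = 0.139 in limma). Its adjusted p was 0.0352 on TPM without scaling between samples and ranged up to 0.549 in the other settings.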

VEGF-A, synthesized by ß-cells among pancreatic cell types, is a crucial factor for communication with EC, and VEGF-A-depleted islets are only inefficiently vascularized when transplanted into a host compared with wildtype control.^37,40^ In addition, islets depleted of *Vegfa* have a reduced number of capillaries and exhibit several defects in β-cell function, including insulin transcription, insulin content, first-phase insulin secretion, glucose tolerance, and β-cell proliferation.^37,40^ In EC, VEGF-A will induce cell migration, proliferation, maintenance of capillary fenestrations, and ß-cell mass.^3,5,37^ During clinical islet isolation the dense capillary network becomes disrupted.^5,28^ The capillary network or EC networks play an essential role in vascularization and thus survival of islets after transplantation.^5–7,28^ However, previous studies have shown a concentration-dependent adverse effect of additional artificial VEGF-A delivery.^7^ Our results show significantly upregulated expression of VEGF-A after cell integration in the hydrogel structure and extensive vascular penetration and neoangiogenesis *in ovo* (Figure 4(d)–(l)). The microenvironmental gradient of VEGF-A may already have reached a therapeutic gradient without external VEGF-A delivery. Our findings support omitting obligatory additional VEGF-A delivery in building-blocks, as overdosage will result in leaky and dysfunctional vessels.^5,9^

Functional evaluation of insulin secretion after glucose challenge showed the superiority of co-culture with EC in providing a natural cellular niche. The beneficial effect of EC on secretory function of insulin-secreting cells has been reported before.^5,37,38^ As an essential element of pancreatic vessels, EC contribute to the delivery of glucose as the primary input of ß-cell signaling and transport insulin as functional output to its target location. EC embedding in tissue engineered constructs has been reported to be beneficial for rapid neovascularization *in vivo*.^47^ In addition, direct and paracrine communication between ß-cells and EC enhances the structural and functional integrity of islets and their insulin-secretory function.^5,38^ Thrombospondin-1, endothelin- 1, and hepatocyte growth factor secreted by EC may have directly stimulated insulin secretion.^5^ In addition, ECM secretion by HUVEC influences the ß-cell microenvironment.^5,38^ As reported previously, external delivery of integral basement membrane proteins can compensate only partially for ECM and EC loss during islet isolation,^37^ and this explains the superior functional outcome of co-culture hydrogel compared to laminin-containing hydrogel with INS-1 alone. Due to the absence of an immune system in the developing chick embryo,^48^ CAM xenografts are not suited to assess interactions of the scaffold with the host immune system, including protection of insulin-secreting pseudoislets by hydrogel encapsulation itself. In the developmental stage used in the CAM assay, the chicken immune system is still developing and is not yet fully functional. Further investigations including *in vivo* trials are necessary. The feasibility of the concept and the building-block architecture for integration of human islets was evaluated by computer simulations using finite element analysis. *In silico* analysis of 464 different scenarios generated the boundary conditions for a geometry that is proposed for future perivascular *in vivo* application. Especially small and average-sized islets, similar to the pseudoislets formed by INS-1 cells, are feasible for integration into a bioprinting process, as hypoxic conditions in the core of larger islets reduce overall viability and function. Future experiments with human islets will be necessary to verify our findings with special regard to islet core necrosis. Scaffold devices have often been implanted in the subcutaneous space, resulting in low potential for vascularization and lack of glycemic control.^8,9,43^ In the overall concept, findings from this study are merged with findings from previously published evidence gap maps, showing that transplantation of scaffold-based constructs alongside or in close proximity to vascular structures has been rarely investigated.^3,8,43^ Although type 1 and type 3c DM cause a loss of insulin-secreting cells, the cell sources used for transplantation can differ.^2^ Transplantation of autologous islets in case of type 3c DM diminishes immunological reactions toward the graft.^2^ In the case of allogenic islets necessary to treat type 1 diabetes or other cell sources, however, more research on the immunoprotective capabilities of the device is required. If necessary, local immune modulation by functionalization of immunosuppressive agents as described earlier might be harnessed.^3^ Differentiation and integration of progenitor and stem cells as an unlimited cell source has the potential to expand the applicability of our concept and future bioconvergence research.^2,3^ Integration of cells into the hydrogel structure initiates pseudoislet formation at the microscopic level and cell proliferation at the molecular level. Functional evaluation by means of insulin secretion of the bioprinted xenograft have been demonstrated *in vitro* and *in ovo*. Rapid vascular ingrowth and neoangiogenesis can be found in all scaffold components as a premise for long-term function *in vivo.* On the one hand that the functional properties of the scaffold itself can be tuned at multiple levels and on the other hand that multicellular composition can further contribute to mimicking the natural microenvironment, thus improving functional outcomes.

This concept represents an intermediate step between approaches that require prevascularization of the implantation site^49^ and approaches in which host blood vessels are fused to bioartificially engineered graft vessels.^50^ We propose that an attachment encasing neurovascular structures might contribute to vessel formation while avoiding the instant blood-mediated inflammatory reactions that lead to graft loss, as described in clinical islet transplantation.^4^ Further *in vivo* studies on perivascular implantation of the simulation-optimized device and variations in its geometry (Figure 6(c), Supplementary Movie 4) are necessary. The parametric design as proposed in Figure 6 would allow variations of patient-specific devices that could be customized depending on, for example, the specific anatomy, and could overcome scalability concerns. Theoretically, building-blocks may be fused to form larger, multifunctional geometrical units augmenting the flexibility of tissue engineering applications. In the future, patients suffering from either type 1 or type 3c DM might benefit from this bioartificial insulin-secreting device by virtue of improved glycemic control, insulin independence, and quality of life.

## Supplementary Material

Supplementary material

Supplementary material

Supplemental Video 1

Supplemental Video 2

Supplemental Video 3

Supplemental Video 4

# Supplementary material for: Toward 3D-bioprinting of an endocrine pancreas: A building-block concept for bioartificial insulin-secreting tissue
**Source:** J Tissue Eng. 2022 Apr 20;13:20417314221091033. doi: 10.1177/20417314221091033
**Supplement:** Supplementary material

# **Supplementary Information**

# **Supplementary Figure 1A**

# 3D-printed polycaprolactone component

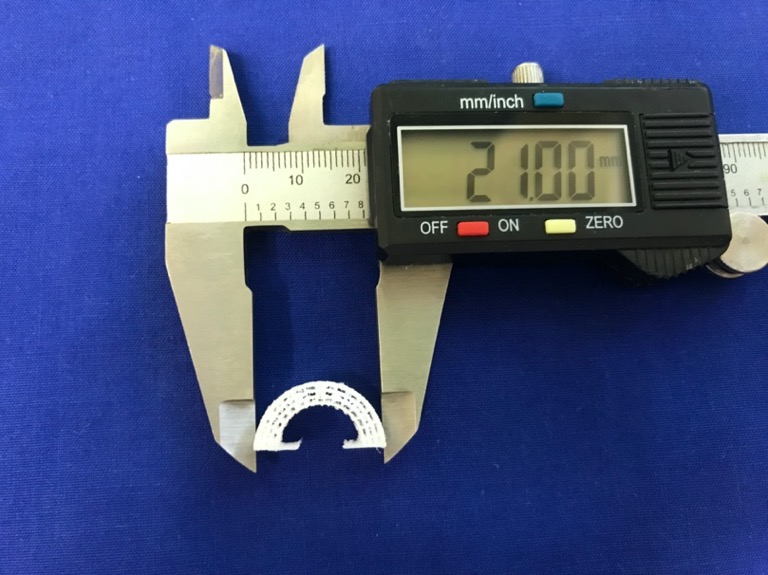

# **Supplementary Figure 1B**

HUVEC adhesion on heparinized PCL-scaffold. Scanning electron microscopy.

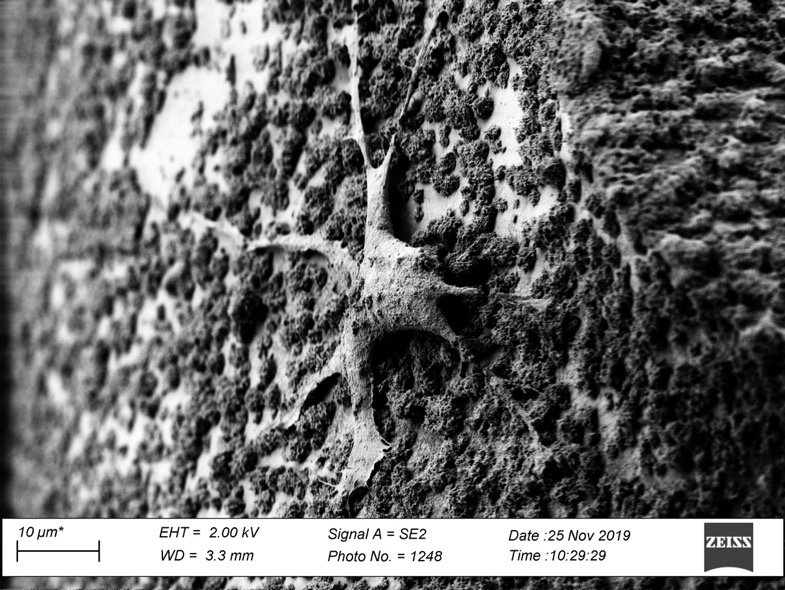

# **Supplementary Figure 1C**

# Glucose-stimulated insulin-secretion: INS-1 cells seeded on 3D-printed polymer scaffolds

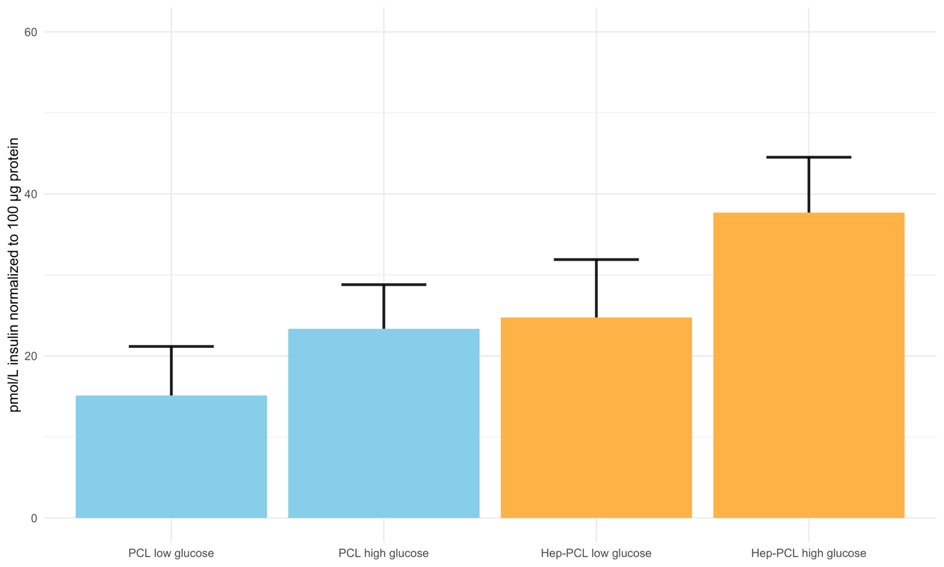

# **Supplementary Figure 2**

# 3D-bioprinted droplets: gelatin methacrylate blend / INS-1 cells

| 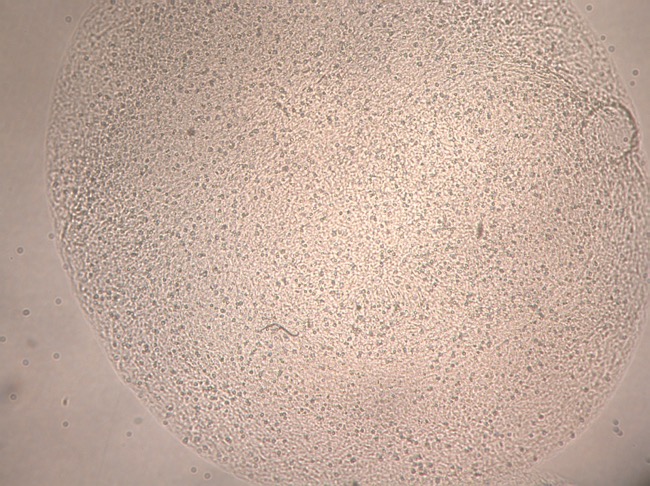 | Day 1 post-printing  INS-1 832/3 cells  CellInk GelXA LAMININK 411  Seeding density 2x10^6/ml  4x magnification |
| --- | --- |
| 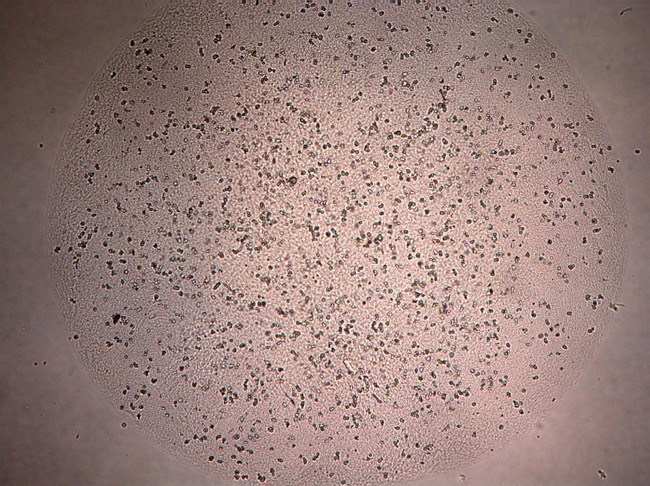 | Day 4 post-printing  INS-1 832/3 cells  CellInk GelXA LAMININK 411  Seeding density 2x10^6/ml  4x magnification |
| 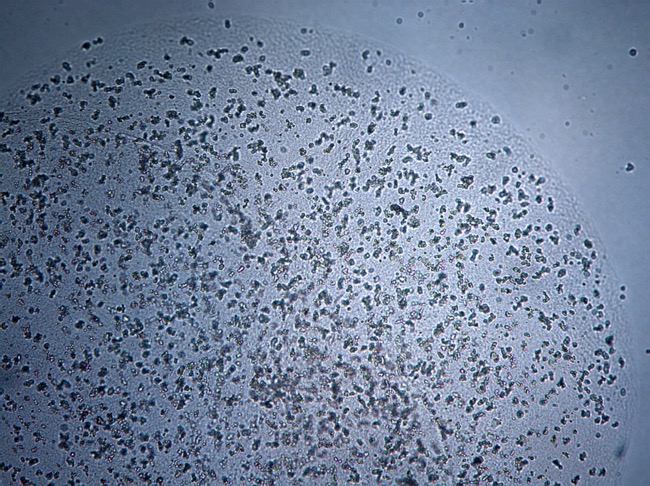 | Day 6 post-printing  INS-1 832/3 cells  CellInk GelXA LAMININK 411  Seeding density 2x10^6/ml  4x magnification |
| 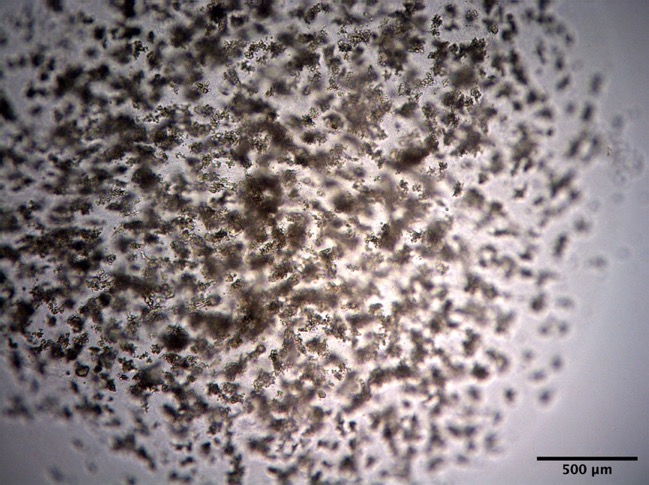 | Day 10 post-printing  INS-1 832/3 cells  CellInk GelXA LAMININK 411  Seeding density 2x10^6/ml  4x magnification |

# **Supplementary Figure 3**

# MTT assay staining – INS-1 cells encapsulated in hydrogel on day 7 post-bioprinting

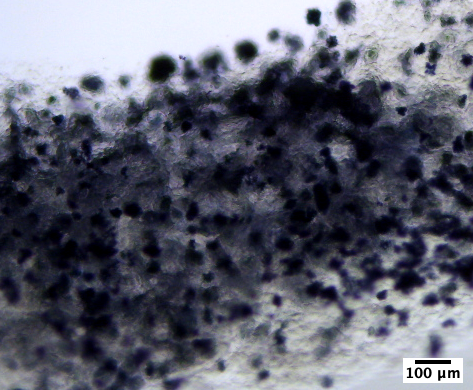

# **Supplementary Figure 4**

# **
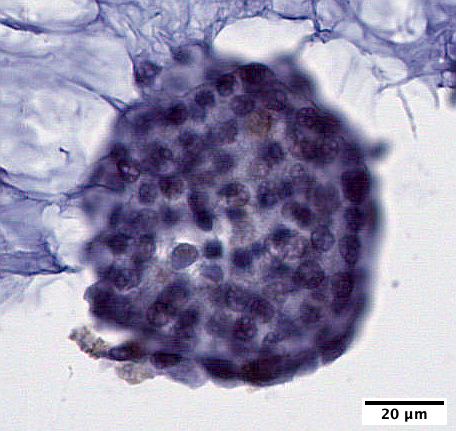

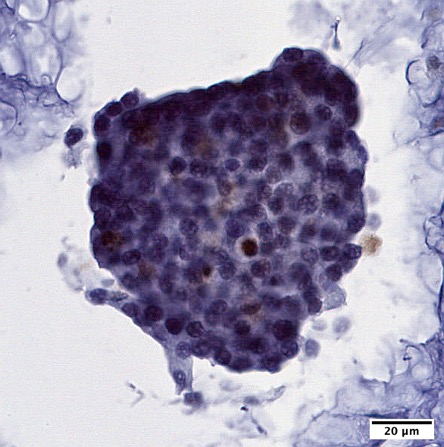

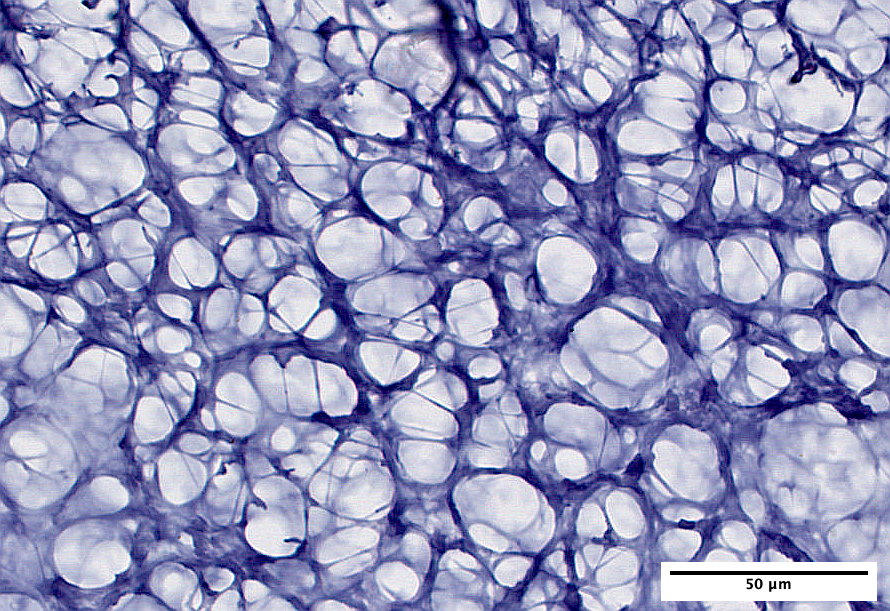
**Immunohistochemical staining of cleaved caspase-3 (brown, asterisk). Bioprinted INS-1 cells cultivated for 12 days.

# **
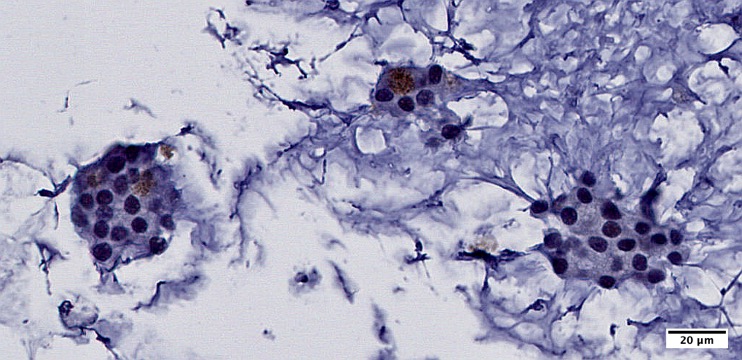

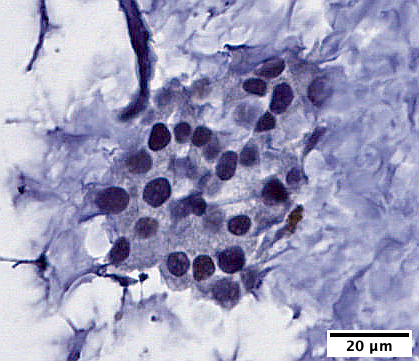
**

# **Supplementary Figure 5A**

Scanning electron microscopy of freeze-dried hydrogel structures (GelXA LAMININK 411) with different UV-curing times. Electron microscopy showed different morphological features of the hydrogel depending on the crosslinking time. 5A: 2s crosslinking

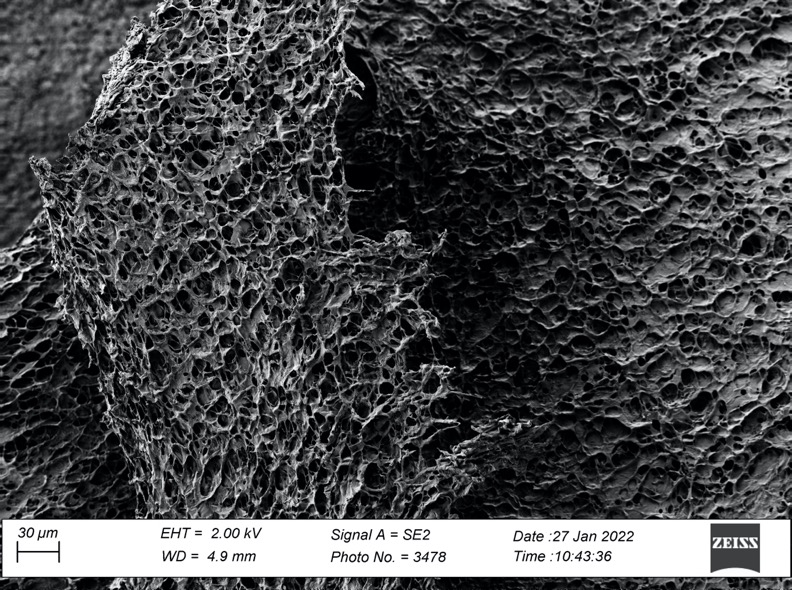

# **Supplementary Figure 5B**

Scanning electron microscopy of freeze-dried hydrogel structures (GelXA LAMININK 411) with different UV-curing times. Electron microscopy showed different morphological features of the hydrogel depending on the crosslinking time. 5A: 5s crosslinking

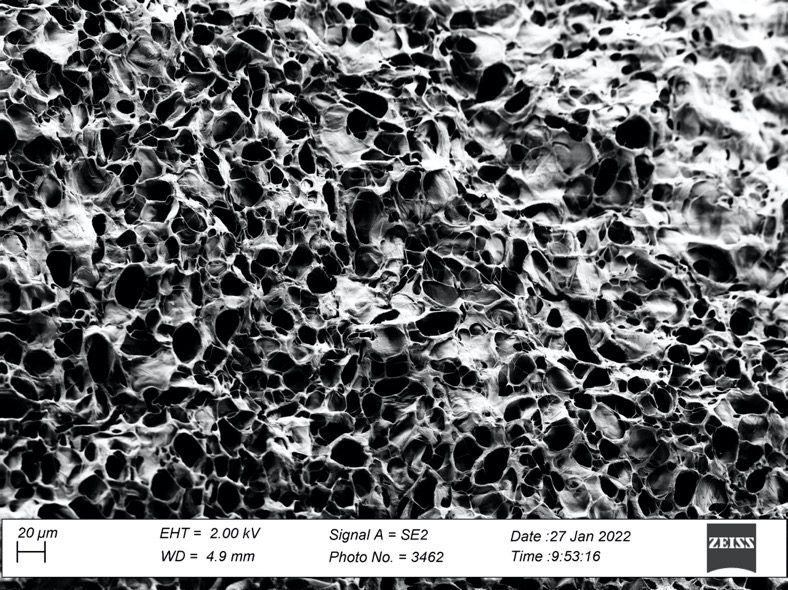

# **Supplementary Figure 5C**

Scanning electron microscopy of freeze-dried hydrogel structures (GelXA LAMININK 411) with different UV-curing times. Electron microscopy showed different morphological features of the hydrogel depending on the crosslinking time. 5A: 10s crosslinking

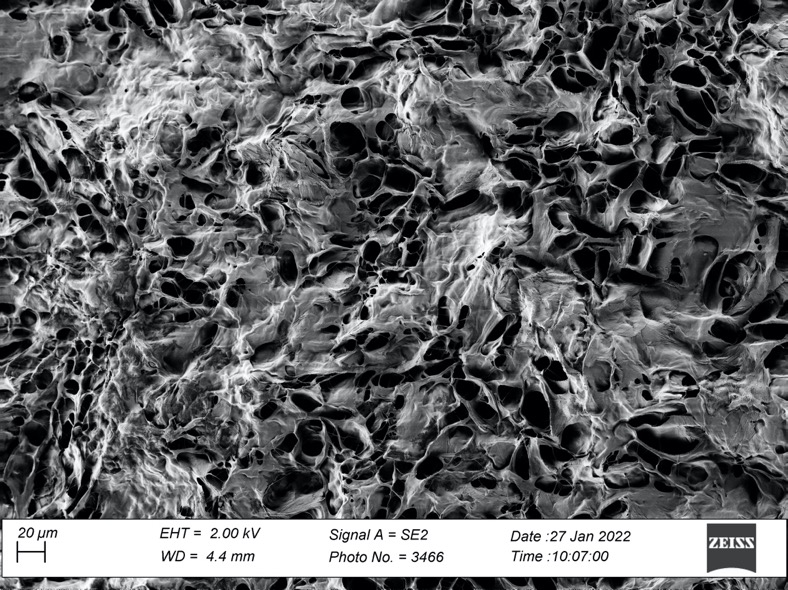

# **Supplementary Figure 6**

Diffusion assay- Diffusion of FITC-Dextran (50µg/ml). Time-dependent diffusion distance of hydrogels with different crosslinking times.

# **Supplementary Figure 7A**

# 3D-bioprinted grid structures incl. INS-1 for total RNA sequencing

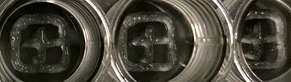

# **Supplementary Figure 7B**

# Principal component analysis total RNA sequencing

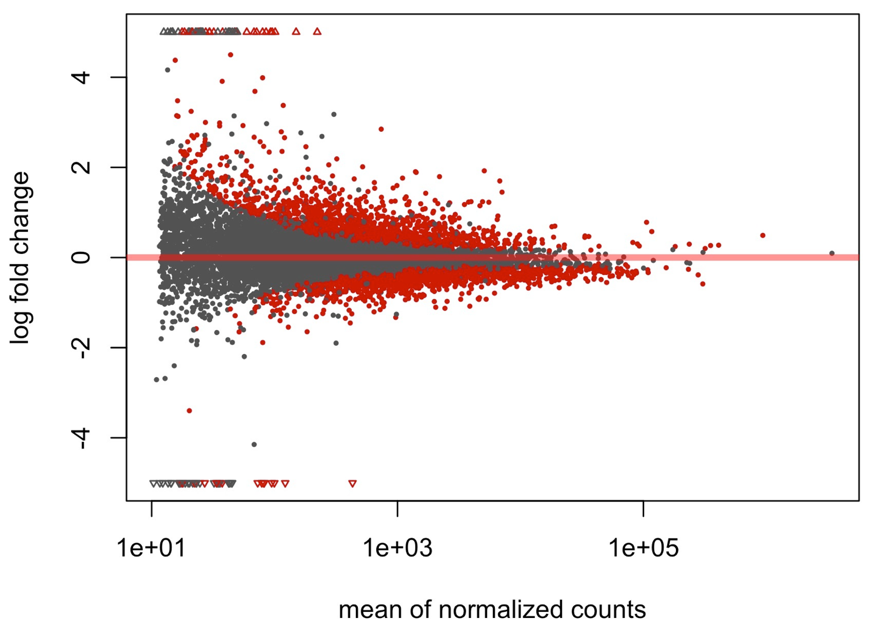

# **Supplementary Figure 7C**

# GSEA - hallmark pathways

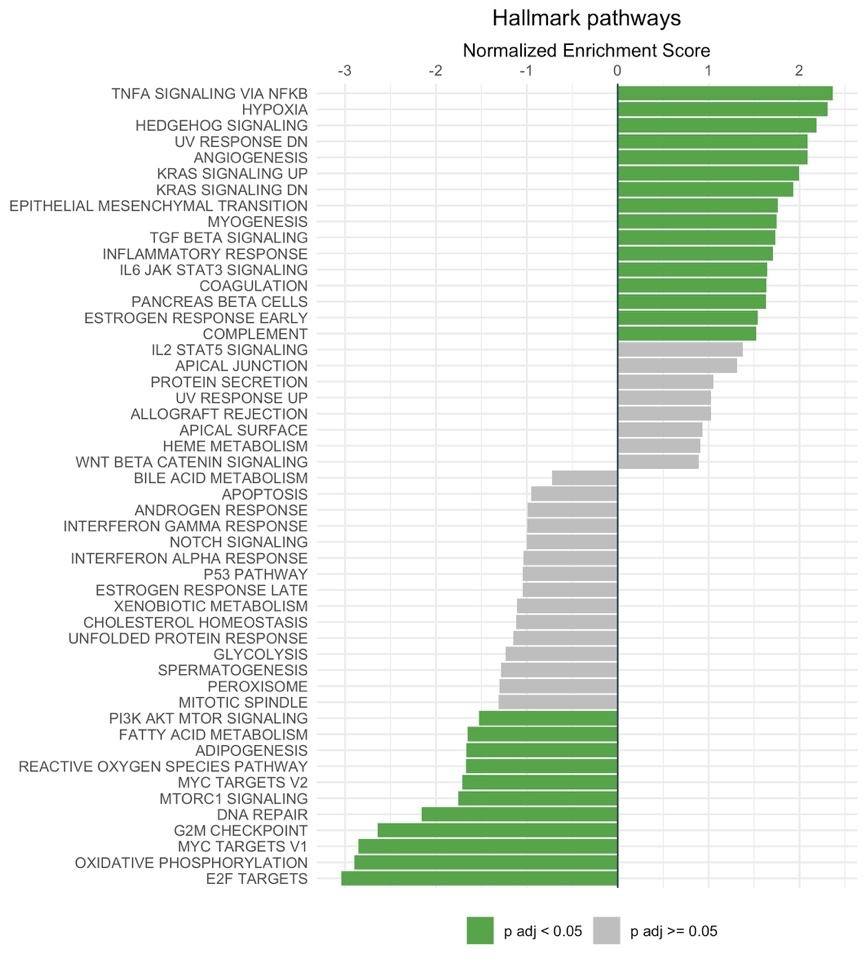

# **Supplementary Figure 7D**

# Ingenuity Pathway analysis – 100 altered canonical pathways (p≤0.05)

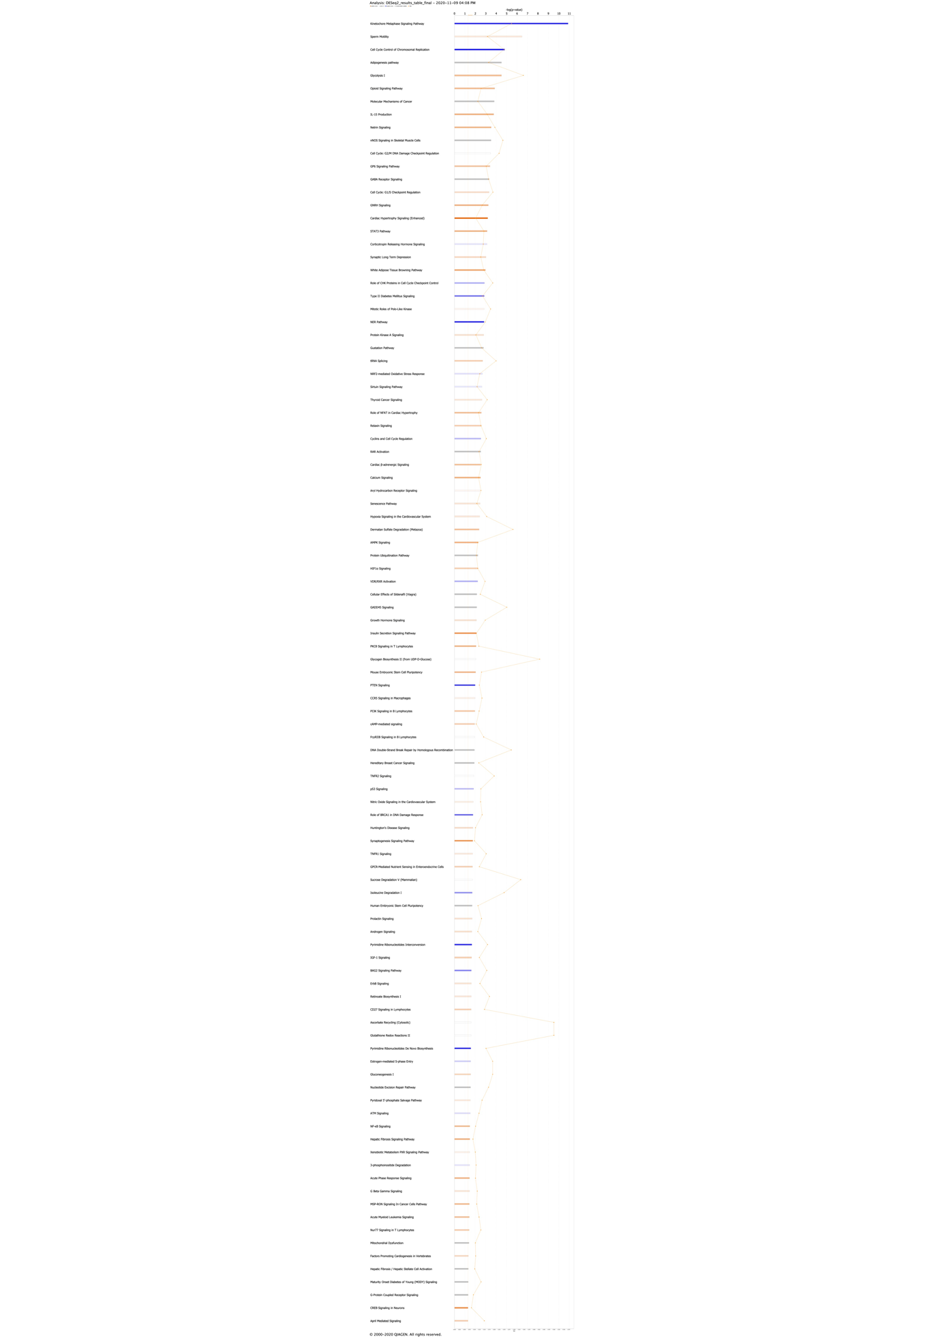

# **Supplementary Figure 7E**

# Ingenuity pathway analysis – graphical summary

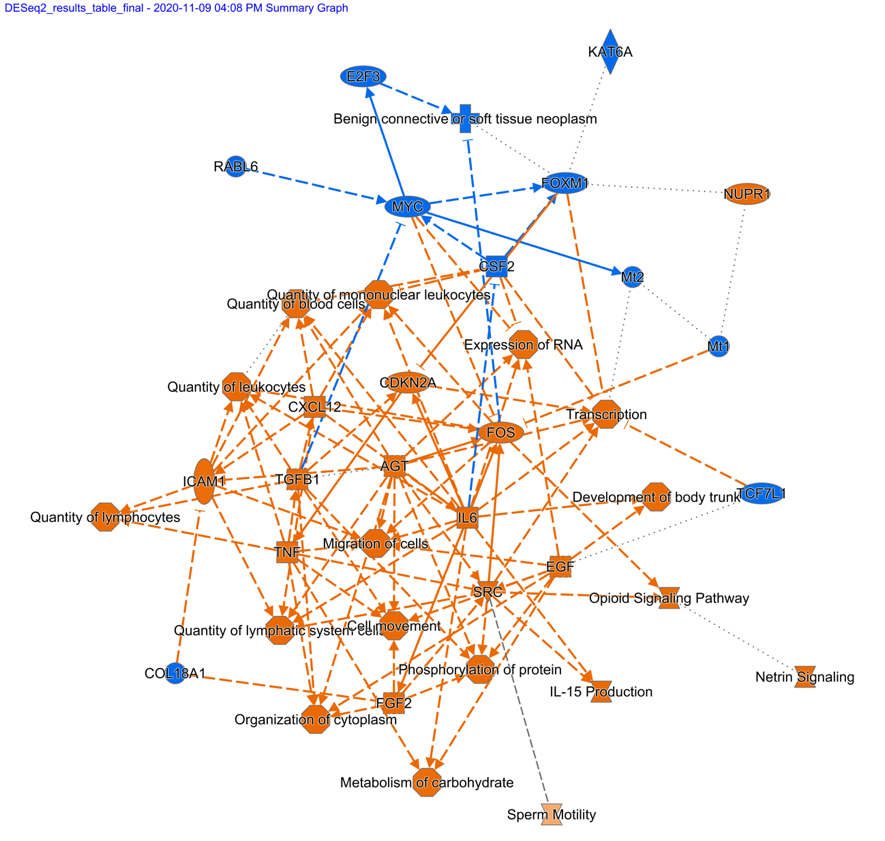

# **Supplementary Figure 7F**

# Ingenuity pathway analysis – upstream regulator analysis

Glucose as upstream regulator, data set genes, effect on target molecules and overlay of canonical pathways (insulin secretion signaling, insulin receptor signaling, glycolysis I, HIF1a signaling)

#
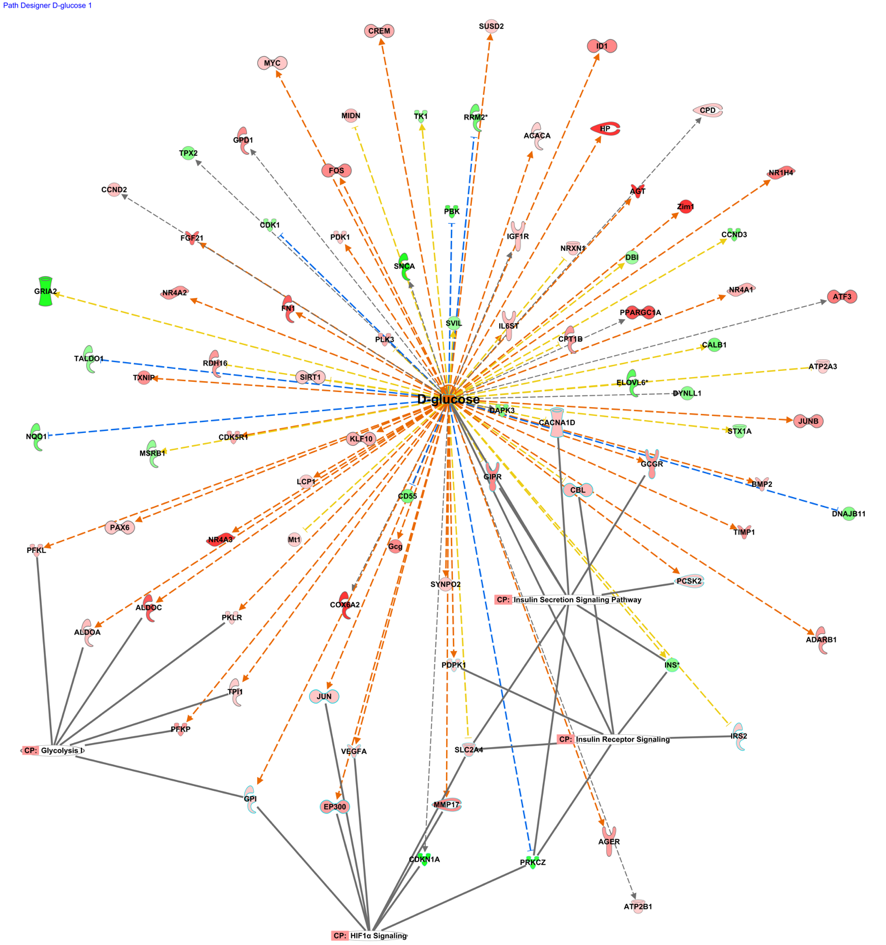

# **Supplementary Figure 7G**

# Exemplary table - differential gene expression

# **Supplementary Figure 8A**

# Vascular ingrowth and neoangiogenesis in scaffold structures

ML-based vascular network analysis: Explant of PCL scaffolds from CAM assay

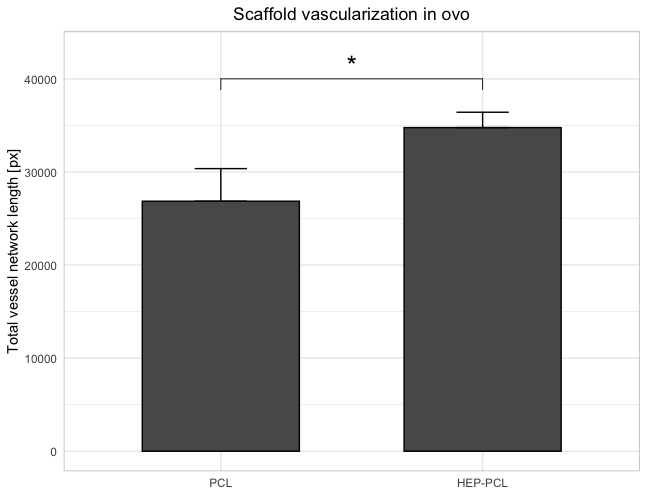

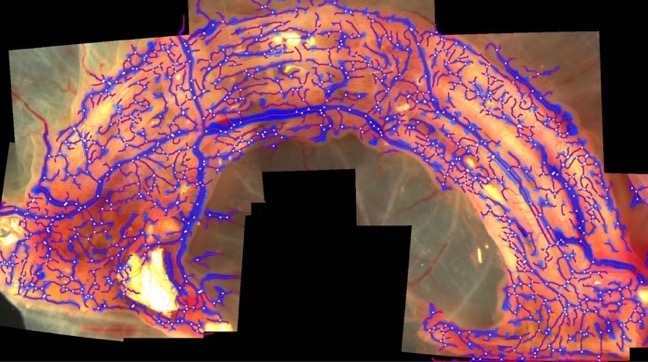

# **Supplementary Figure 8B**

# Chorioallantoic membrane assay – ex ovo trials, timeline

| 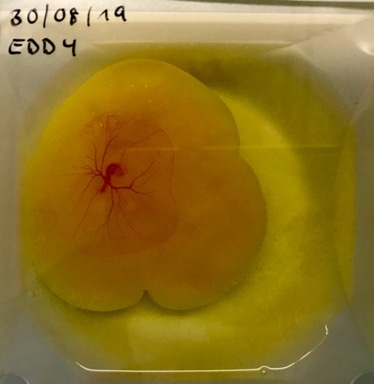 | **Embryonic development day (EDD) 4/18**  After 4 days of incubation, transfer of the viable chick embryo into culture device with glass top for observation |
| --- | --- |
| 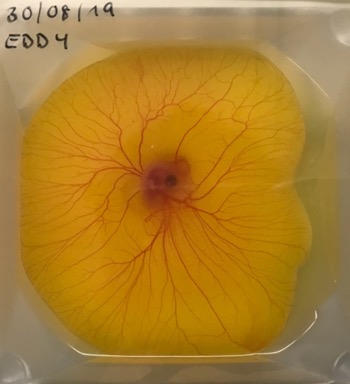 | **EDD 7/18**  Viable embryo |
| 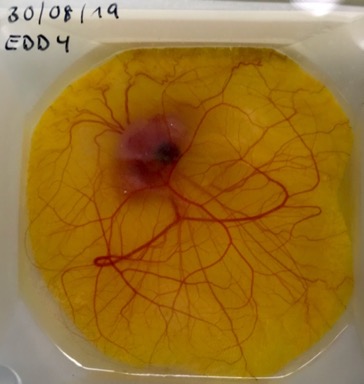 | **EDD 9/18**  Viable embryo, pre-implantation of solid polymer component scaffold |
| 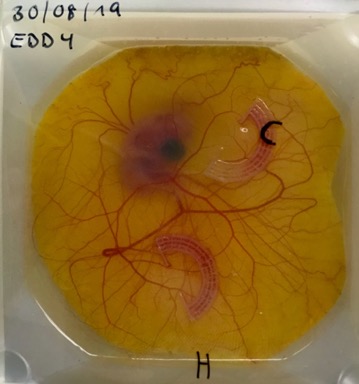 | **EDD 9/18**  Viable embryo, post-implantation of solid polymer component scaffolds  For direct comparison 3D-printed, sterilized untreated polycaprolactone scaffold and heparinized polycaprolactone were implanted. As described in the methods section, the. epithelial layer is gently scratched. (In case of the heparinized scaffold, the functionalization leads to a prolonged bleeding.) |
| 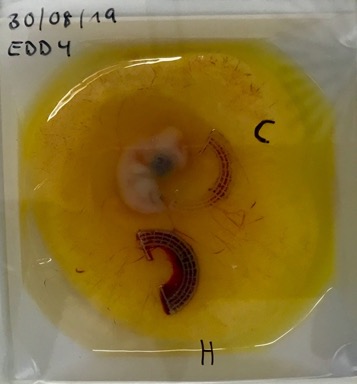 | **EDD 11/18**  Dead embryo, extensive bleeding around heparinized scaffold |

# **Supplementary Figure 8C**

# Immunohistochemical staining of CAM assay explant: gelatin methacrylate blend / INS-1 cells

Paraffin embedded tissue, slice thickness 5 µm, avian antiCD34 staining, bottom: periphery of xenograft, top: center of xenograft

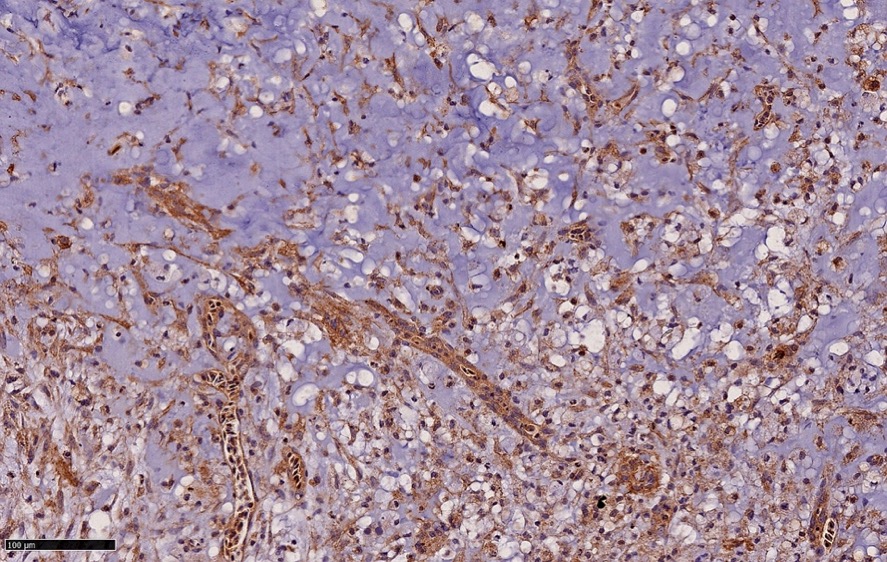

# **Supplementary Figure 9**

# Pixel Classification with ilastik – Exemplary data on spatial distribution of pseudoislets of cross-sections from bioprinted xenografts explanted from CAM (anti-insulin immunohistochemistry)

Pseudoislet segmentation (Insulin^+^ staining) using ilastik pixel classification with overlay of hydrogel graft area (1.3mm^2^, 1.8% pseudoislet area). Cross-section layer at 20µm (from graft bottom).

Pseudoislet segmentation (Insulin^+^ staining) using ilastik pixel classification with overlay of hydrogel graft area (1.8mm^2^, 2.1% pseudoislet area). Cross-section layer at 40µm (from graft bottom).

Pseudoislet segmentation (Insulin^+^ staining) using ilastik pixel classification with overlay of hydrogel graft area (6.5 mm^2^, 2.1% pseudoislet area). Cross-section layer at 60µm (from graft bottom).

Pseudoislet segmentation (Insulin^+^ staining) using ilastik pixel classification with overlay of hydrogel graft area (10 mm^2^, 0.1% pseudoislet area). Cross-section layer from xenograft with 15s UV-crosslinking (405nm) after bioprinting

Pseudoislet segmentation (Insulin^+^ staining) using ilastik pixel classification with overlay of hydrogel graft area (21.6 mm^2^, 0.6% pseudoislet area). Cross-section layer from large xenograft with 15s UV-crosslinking (405nm) after bioprinting

# **Supplementary Figure 10A**

# Glucose-stimulated insulin-secretion: experimental workflow

INS-1 cells were either growing in monolayer (2D samples) or embedded in bioprinted LAMININK 411 hydrogels (3D samples). To investigate the influence of endothelial cells on INS-1 cells, hydrogels containing a 1:2 co-culture of INS-1 and HUVEC were printed. Glucose stimulated insulin secretion (GSIS) was performed and cells were counted using fluorescence microscopy.

# **Supplementary Figure 10B**

# Glucose-stimulated insulin-secretion: culture conditions for INS-1 cells, 2D monolayer vs. 3D-hydrogel

#
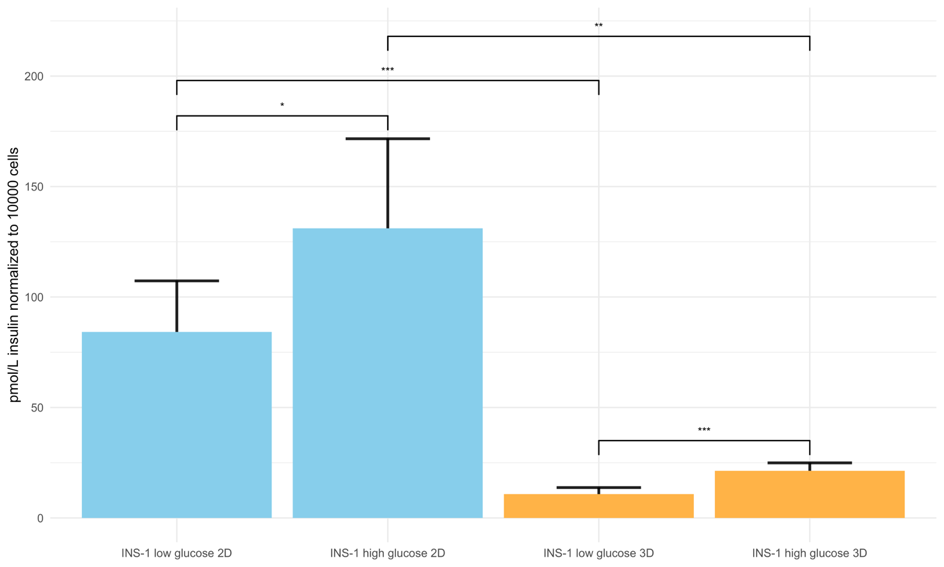

# **Supplementary Figure 11**

# In silico analysis: Parameters for computer-aided structure screening

| **Parameter** | **Value** |
| --- | --- |
| ***Oxygen*** |  |
| initial and inflow concentration | 0.1305 mol/m³ (equ. 90 mmHg) |
|  | 0.232 mol/m³ (equ. 160 mmHg) |
|  | 0.3915 mol/m³ (equ. 270 mmHg) |
| diffusion through aqueous media | 3.0 x 10^-9^ m²/s * |
| diffusion through hydrogel | 2.5 x 10^-9^ m²/s * |
| diffusion through Langerhans islet | 2.0 x 10^-9^ m²/s * |
| ***Glucose*** |  |
| initial and inflow concentration | 5 mol/m³ |
|  | 10 mol/m³ |
|  | 15 mol/m³ |
|  | 25 mol/m³ |
| diffusion through aqueous media | 9 x 10^-10^ m²/s * |
| diffusion through hydrogel | 6 x 10^-10^ m²/s * |
| diffusion through Langerhans islet | 3 x 10^-10^ m²/s * |
| ***Insulin*** |  |
| initial and inflow concentration | 0 mol/m³ |
| diffusion through aqueous media | 1.5 x 10^-10^ m²/s * |
| diffusion through hydrogel | 1.0 x 10^-10^ m²/s * |
| diffusion through Langerhans islet | 0.5 x 10^-10^ m²/s * |
| ***Islet of Langerhans*** |  |
| radius | 50 µm |
|  | 75 µm |
|  | 150 µm |
|  | 250 µm |
| ***Hydrogel*** |  |
| shell thickness | 0 µm |
|  | 50 µm |
|  | 100 µm |
|  | 300 µm |
|  | 500 µm |
|  | 600 µm |
|  | 700 µm |
|  | 800 µm |
|  | 1000 µm |

*As described by Buchwald. et al. (2011)

How the deposited data were processed for this re-analysis (not part of the article)

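Messenger RNA from INS-1 cells was sequenced in 4 samples, 2 monolayer cultures and 2 cultures in bioprinted hydrogel, all harvested after 5 days at passage 3. Conditions and replicate numbers were taken from the sample labels and checked against the methods.

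The authors quantified single-end reads of stranded libraries per transcript with Salmon against an rn4 reference with the human insulin gene added, and deposited TPM values, which are normalized for transcript length and to 1000000 per sample. The TPM files write decimal commas, which an automated check of units read as text. They were therefore entered as another unit in that check, and the limits of TPM (no negative value, a sum of at most 1000000) were tested on the values read with decimal commas. Each of the 4 samples sums to 1000000. The lengthScaledTPM summary, the count filter and the DESeq2 test named in the methods need counts and lengths that TPM do not carry, and were not repeated.

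The design fixed before the data were examined assumed counts. Because the values are TPM, the test was changed to one that suits them before any test result was seen. TPM were summed per gene symbol, genes with a mean TPM of at least 1 were kept, samples were scaled by a trimmed mean of M values without weights (30% of M and 5% of A trimmed at each end), and log2(TPM + 1) was tested with limma 3.58.1 (empirical Bayes with an intensity trend) in R 4.3.3. Adjusted p-values are Benjamini-Hochberg values over the 11960 genes tested. Panels were tested with fgsea 1.28.0 on genes ranked by log2 fold change, with at least 5 tested genes per panel and a fixed seed. Its p-values come from permuting genes and do not measure the spread between cultures. The S and G2/M lists came with Seurat 5.3.0 and the other panels were written from gene function or gene names before the data were examined. Panel symbols were matched over all genes of the files, through older symbols of the GRCr8 annotation where needed, which was used for names alone.

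The genes named are those the paper names, the detected laminins, and the 5 largest rises and 5 largest falls among genes with an adjusted p below 0.05, no overlap between groups and a mean TPM of at least 10, which replaced a minimum mean count. Members of panels are named where they are among the 3 with the smallest p. Some genes that meet these rules are not named, as their results were left out.

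TPM keep no depth, so no interval or detection limit is given, and precision is that of 2 cultures per group. The replicate numbers of the labels were tested as a pairing. Alternatives were the scaling, the expression filter, the replicate block, the pseudocount, the empirical Bayes options, the ranking statistic, the thresholds and each culture left out in turn.

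The steps were tested on simulated TPM in which genes were changed by known amounts. Of the 196 changed genes that passed the filter, 72.4% were called, and 89.3% of the 131 changed by at least 1 on the log2 scale. Of all calls, 3.4% were of unchanged genes. The simulation differed from the data, with 11888 genes tested, every change at least 0.5 on the log2 scale and noise independent between genes. In the data 4541 genes were called, and 1573 of them changed by more than 0.5. These percentages therefore do not carry over to the reported calls. Hallmark sets, IPA, genome coordinates, transcript lengths and base composition were not used here.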

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

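The tests of the mitochondrially encoded transcripts were chosen after their values had been seen, while the panels of ribosomal proteins and proteasome subunits were written before the data were examined and the comparison of transcript shares was set before its result was seen. Transcript lengths and base composition were not used here, so no pattern in this part can be told apart from a bias of length or base composition.

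Among genes the paper does not discuss, 3 panels fell in 3D culture. Mitochondrial ribosomal proteins had an NES of -2.77, with 72 of 77 genes lower. Proteasome subunits had an NES of -2.63, with 34 of 36 lower, and cytosolic ribosomal proteins had an NES of -2.13, with 64 of 68 lower. Their median log2 fold changes were -0.31, -0.39 and -0.22. Each kept its direction and stayed past the threshold under every alternative with a test, and kept its direction with each culture left out. Ribosomal proteins have many pseudogenes with which reads can be shared. No explanation of these falls was tested.

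The 13 transcripts encoded in the mitochondrial genome moved the other way from the nuclear genes of oxidative phosphorylation. Their median log2 fold change was 0.27, all 13 were higher in 3D culture and 6 had an adjusted p below 0.05 in limma. They took 9.72% ± 0.53 of TPM (SD, n = 2) in monolayer and 12.6% ± 0.515 (SD, n = 2) in 3D culture. Under 4 other scalings the median lay between 0.27 and 0.32. These scalings differ too little from each other to remove such a rise. A scaling factor moves all genes of a sample alike, so it leaves the gap to the nuclear subunits (median -0.35) as it is. It shifts both sets together, though, so it can set the sign of either. The median log2 fold change of -0.0031 over all genes tested is held near 0 by the scaling and cannot decide this. DNA in the libraries would add a similar TPM to each transcript, and the rise of Mt-nd6 was 0.0254 of the median rise of the other 12. As a set the 13 had an NES of 1.72 and an adjusted p of 0.0176, which ranged from 0.0138 to 0.0756 across the alternatives and was highest with a pseudocount of 0.1. Since length and base composition were not tested, the rise cannot be called biological.

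The paper analysed genes, and shares of transcripts within a gene were compared here. Of 5265 transcripts in 2257 genes, 9 in 5 genes had an adjusted p below 0.05 in limma, and 761 an unadjusted p below 0.05. These tests set the difference against the spread between replicates. Splitting the 4 samples across cultures called at most 2 transcripts, with 143 and 119 at an unadjusted p below 0.05, but such splits put the difference between cultures into the spread and lower these numbers. In simulated shares, with a spread chosen for the simulation and not taken from the files, 2.9% of the genes called were unchanged. Of the 9 transcripts called, 3 had a share change of at least 20 points in a gene with a TPM of at least 10. They belong to Gosr1 and Kctd20, which were chosen after their values were seen. The second Gosr1 transcript was listed at 0 in monolayer and held 31.6% ± 1.7 of the gene's TPM (SD, n = 2) in 3D culture. A share listed at 0 can also be a failed estimate of the quantification.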

How the results depend on the processing

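The scalings, the filter, the replicate block, the ranking, the thresholds and the cultures left out were set before the data were examined, and the pseudocounts, the mean TPM of at least 5, the empirical Bayes options, camera and all settings of the panels added later were chosen after seeing the data. The planned DESeq2 test, filterByExpr, higher count minimum, prior counts, voom values for camera, and plain sum against lengthScaledTPM, for the genes and for the insulin share, were not run, because they need counts. No calls were made with a culture left out. Depth is unknown from TPM, so what it limits was not assessed. The cause was not tested for any change below.

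The number of genes with an adjusted p below 0.05 was between 3739 and 4818 over the other fits, and 1418 at an adjusted p below 0.01. Of the 4814 genes called with the replicate block, where same-numbered deviations had a correlation of -0.006, 4303 were shared with the 4541. On TPM as deposited 55.5% of the calls were rises, and without the expression filter 43.5%, against 48.7% in the reported fit. For the thresholds given for IPA, rises were 66.1% of the genes with scaling, 74.9% on TPM as deposited, 73.2% with upper-quartile scaling and 59.2% without the expression filter. The genes past these thresholds were between 1165 and 2047, and 233 with an absolute log2 fold change above 1. The ratio of distances, 7.12 over 500 genes, was 1.67 over all genes, 1.37 over the 500 most variable genes and 7.99 with a pseudocount of 0.1.

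Ranked by limma's moderated statistic, the NES passed the threshold for beta-cell genes (1.53), the exocytosis machinery (1.69) and pro-apoptotic genes (-1.56), and changed sign for NF-kB targets (-0.79) and anti-apoptotic genes (-1.05). With a mean TPM of at least 5 the exocytosis machinery passed (1.64) and NF-kB targets changed sign (-0.90). Camera called the exocytosis machinery, with a mean log2 difference of 0.15. Pro-apoptotic genes changed sign on TPM as deposited (0.74) and with a pseudocount of 0.1 (0.72), where ER chaperones (-1.80) and mitochondrially encoded transcripts (1.59) no longer passed. NRF2 targets passed (-1.72) when Nqo1 and Txn1, first left out of the panel, were included. The replicate block and the empirical Bayes options cannot move a score ranked by fold change.

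Across the 4 fits that each left out a culture, the NES ranged from -3.17 to -2.97 for G2/M, -2.80 to -2.48 for S phase, -3.12 to -2.59 for oxidative phosphorylation, -2.83 to -2.56 for mitochondrial ribosomal proteins, -2.39 to -1.79 for cytosolic ribosomal proteins, -2.62 to -2.54 for the proteasome, 1.94 to 2.14 for TGF-beta, 1.74 to 1.94 for angiogenesis, 1.56 to 2.02 for immediate-early genes, 1.68 to 1.88 for matrix and adhesion, 1.37 to 1.48 for exocytosis, 0.42 to 0.73 for NF-kB targets, -0.62 to 1.07 for anti-apoptotic genes, -2.02 to -1.27 for ER chaperones, -1.69 to -1.35 for NRF2 targets and 1.58 to 1.85 for mitochondrially encoded transcripts. The log2 fold change ranged from -0.030 to 0.14 for Kcnj11, -0.015 to 0.21 for Ins1, -0.078 to 0.17 for Neurod1 and -0.081 to 0.11 for Hif1a, which was also -0.020 without the filter. For the named genes, 20 other results across settings changed, 15 weaker and 5 stronger.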

Differences from the paper's values

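No value that the paper states was for a measure computed here, since its scores are for hallmark sets and IPA. The following statements of the paper differ from the results for the same genes, or for panels on a related theme.

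The paper gives Kcnj11 among genes that rose. Its log2 fold change here was 0.059 with an adjusted p of 0.543, and none of the 11 other settings called it (adjusted p from 0.207 to 0.841).

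The paper finds no significant change in insulin expression. Ins1 and INS did not differ here, while Ins2 had a log2 fold change of -0.58 and an adjusted p of 0.0095. Without the expression filter, an alternative set before the data were examined, its adjusted p was 0.0714, the highest of a range from 0.0026.

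The paper sets Mafa and Neurod1 apart from Pdx1, which it gives as lower. Pdx1 had a log2 fold change of -0.23 and an adjusted p of 0.0520, with 0.0478 on TPM as deposited, 0.0430 with the replicate block and 0.0495 without the 10 most abundant genes, all set before the data were examined, and 0.0449 with robust empirical Bayes, chosen after seeing the values. Its unadjusted p was 0.0202. Mafa (log2 fold change 0.16) and Neurod1 (0.051) were called in none of the 11 other settings.

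The paper gives Iapp among genes that rose. Its adjusted p was 0.139, and 0.0352 on TPM as deposited, an alternative set before the data were examined.

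The paper describes laminins as overexpressed. Lama5, Lamb1 and Lamb3 were higher here, while Lamc1 had a log2 fold change of -0.19 and an adjusted p of 0.282, and was called in none of the 11 other settings. Lama1, Lama2, Lamb2 and Lamc3 lay below the expression filter and Lama4 was listed at 0.

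The paper finds its beta-cell set enriched. The panel of beta-cell genes written for this work is another list. Its NES was 1.23 with an adjusted p of 0.223, and 1.53 with 0.0296 when genes were ranked by limma's moderated statistic, an alternative set before the data were examined. Its adjusted p was above 0.05 in all other settings. The paper also finds TNF signaling through NFkB enriched, where the panel of NF-kB targets, another list with 14 genes tested, had an NES of 0.71 and an adjusted p of 0.834, and no setting called it. The panel of immediate-early genes had an NES of 1.84 and an adjusted p of 0.0047.

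The heading of the RNA sequencing results gives proliferative and anti-apoptotic pathways as enriched. For proliferation the paper points to IGF and TGFß signaling and to its growth assays. The panels of IGF signaling (NES 1.66) and of TGF-beta and BMP signaling (2.02) were enriched here too. Genes of the cell cycle are another measure. The panels of G2/M and S phase genes had an NES of -3.23 with 51 of 52 genes lower and of -2.82 with 39 of 42 lower. Supplementary Figure 7C of the paper draws the hallmark sets of the G2/M checkpoint and of E2F targets as lower too. The panel of anti-apoptotic genes had an NES of 0.85 and an adjusted p of 0.684, and no setting called it. The panel of pro-apoptotic genes had an NES of -0.95 and an adjusted p of 0.585, and -1.56 with 0.0428 when genes were ranked by limma's moderated statistic, an alternative set before the data were examined. On glycolysis the paper's text reports an activation in IPA. The panel of glycolysis genes was higher here too, with an NES of 1.89 and an adjusted p of 0.0020 by permutation of genes. Only Supplementary Figure 7C differs, as it draws the hallmark set of glycolysis, another list, below 0 and not significant.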

Other observations

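All tests in this part were chosen after the values of the genes that open each paragraph had been seen, although the panels of p53 targets, ER chaperones and NRF2 targets were written before their own scores were computed. The 5 sets tested after the values were seen were adjusted together, and as first composed 2 of them passed, ER chaperones and the mitochondrially encoded transcripts. The result of 1 of the sets that did not pass was left out. Transcript lengths were not used here, so a bias of length cannot be told apart from any of these patterns.

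Creld2 fell in 3D culture, and a candidate explanation is a lower expression of ER chaperones as a group. The other ER chaperones had an NES of -1.92 with an adjusted p of 0.0143, and 12 of 15 were lower, 4 of them significantly in limma. Dnajb11 was left out of this panel, and with it the NES was -2.01 with an adjusted p of 0.0063. The adjusted p ranged from 0.0063 to 0.0597 across the alternatives and was highest with a pseudocount of 0.1, and the NES was -1.27 with 3D replicate 1 left out and -1.48 with monolayer replicate 1 left out, so the pattern leans on these cultures.

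Bax, Cdkn1a and Phlda3 fell, and a candidate explanation was a lower expression of p53 targets as a group. Other p53 targets had an NES of -1.27 with an adjusted p of 0.228, from 0.137 to 0.293 across the alternatives, and 10 of 15 were lower, 2 of them significantly in limma. The set did not pass the threshold, so a lower expression of the group was not shown.

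Pir fell, and lower expression of NRF2 targets was tested in the same way. The NES was -1.44 with an adjusted p of 0.150, and 11 of 13 genes were lower, 4 of them significantly in limma. Nqo1 and Txn1 were left out of this panel. With both included, a setting chosen after their values were seen, the NES was -1.72 with an adjusted p of 0.0226, and 13 of 15 genes were lower, 6 of them significantly. The adjusted p ranged from 0.0226 to 0.197 across the alternatives. Whether NRF2 targets fell as a group therefore depends on these 2 genes and was not settled.

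Ins2 fell from 9.97% to 6.45% of the sum of Ins1 and Ins2. Reads shared between the insulin genes could produce this. The sum of Ins1 and Ins2 had a log2 fold change of 0.044 with an SD of 0.148 between monolayer cultures, and since Ins1 makes up most of the sum, a fall of Ins2 alone and a different division of reads cannot be told apart.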
